# The HDAC7–TET2 epigenetic axis is essential during early B lymphocyte development

**DOI:** 10.1093/nar/gkac619

**Published:** 2022-07-29

**Authors:** Alba Azagra, Ainara Meler, Oriol de Barrios, Laureano Tomás-Daza, Olga Collazo, Beatriz Monterde, Mireia Obiols, Llorenç Rovirosa, Maria Vila-Casadesús, Mónica Cabrera-Pasadas, Mar Gusi-Vives, Thomas Graf, Ignacio Varela, José Luis Sardina, Biola M Javierre, Maribel Parra

## Abstract

Correct B cell identity at each stage of cellular differentiation during B lymphocyte development is critically dependent on a tightly controlled epigenomic landscape. We previously identified HDAC7 as an essential regulator of early B cell development and its absence leads to a drastic block at the pro-B to pre-B cell transition. More recently, we demonstrated that HDAC7 loss in pro-B-ALL in infants associates with a worse prognosis. Here we delineate the molecular mechanisms by which HDAC7 modulates early B cell development. We find that HDAC7 deficiency drives global chromatin de-condensation, histone marks deposition and deregulates other epigenetic regulators and mobile elements. Specifically, the absence of HDAC7 induces TET2 expression, which promotes DNA 5-hydroxymethylation and chromatin de-condensation. HDAC7 deficiency also results in the aberrant expression of microRNAs and LINE-1 transposable elements. These findings shed light on the mechanisms by which HDAC7 loss or misregulation may lead to B cell–based hematological malignancies.

## INTRODUCTION

A longstanding fundamental question in the field of cell development has been: how do cells decide at a molecular level to acquire a specific cell fate during tissue and organ generation? The mammalian hematopoietic system is considered a paradigm model for answering this question. For instance, B cell lymphopoiesis is a complex developmental process that comprises several cellular transitions, including cell commitment and early and late cellular differentiation. Proper transcriptional control at each cellular transition is essential for the correct generation of B lymphocytes. Of note, aberrant establishment of specific transcriptional programs may lead to the development of B cell malignancies.

Lineage-specific networks of transcription factors (TFs) have a central role in positively regulating the transition and maintenance of the distinct B cell developmental stages. In the bone marrow, lymphoid-primed multipotent progenitors (LMPPs) have the capacity and plasticity to become either common lymphoid progenitors (CLPs) or common myeloid progenitors (CMPs) (1). At that stage, the TFs IKAROS, MEF2C, and PU.1 are crucial for the early cellular choice towards the lymphoid lineage (2,3). Later on, commitment to the B cell lineage from CLPs to B cell progenitors (pro-B) and B cell precursors (pre-B) depends on the hierarchical and coordinated actions of the TFs PAX5, E2A, EBF and MEF2C (4–6). Classically thought as genuine activators for specific gene expression, B cell TFs are now believed to be involved in the repression of inappropriate lineage or of functionally undesirable gene transcription, thereby ensuring that the proper B cell identity and differentiation are maintained. In addition to positively promoting B lymphocyte gene-specific programs, the PAX5, E2A, EBF1 and MEF2C TFs induce the repression of inappropriate genes of alternative lineages, thereby ensuring maintenance of proper B cell identity and differentiation (3,7–11). These findings support the concept of transcriptional repression as an essential mechanism for proper B lymphocyte generation. However, the identity of master transcriptional repressors essential for establishing and maintaining the genetic identity of B lymphocytes has remained elusive for many years.

Besides specific TF networks, B cell differentiation also requires that epigenetic regulators and architectural proteins establish the correct permissive/non-permissive chromatin structure (euchromatin/heterochromatin) (12). There is a close relationship between transcriptional regulators and dynamic changes in the DNA epigenetic landscape during B cell development, with DNA methylation levels and the chromatin conformation state dynamically changing at every differentiation cell stage, giving them a specific epigenetic signature (13–17). Also, TFs such as PAX5 interact with architectural proteins that mediate long-range chromatin interactions (18). In mammals, DNA demethylation depends on the action of the Ten-Eleven Translocation (TET) enzyme family of TET1, TET2 and TET3, which convert 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC), leading to DNA demethylation and consequent gene expression (19). Notably, TET2 has been shown to play crucial roles during hematopoiesis (20–22). Although broadly expressed within the hematopoietic system, myeloid cells express higher levels of TET2 compared with lymphoid cell populations (23–25). To date, the molecular mechanisms controlling different TET2 physiological levels within the hematopoietic systems are largely unknown.

We have previously reported that HDAC7 is a master transcriptional repressor in early B cell development, controlling the expression of lineage-inappropriate genes and thus the identity of pro-B cells. A lack of HDAC7 in pro-B cells leads to a block in B cell differentiation, aberrant activation of alternative lineage genes, a reduction of proliferation, and an increase in apoptosis (26). More recently, we have identified HDAC7 as a prognostic factor and biomarker of survival in infants with pro-B acute lymphoblastic leukemia (pro-B-ALL) and MLL-AF4 rearrangement, who display a general loss in HDAC7 expression; notably, the lowest levels of HDAC7 are associated with the poorest outcome for the infants (27). We hypothesized that these findings could be indicative of a yet-unknown HDAC7-mediated molecular mechanisms that allows proper acquisition of cell identity during early B cell development in the bone marrow.

Using a combination of transcriptomic and epigenetic genome-wide analysis, we now shed light into the molecular mechanisms that are governed by HDAC7 during early B cell development. We identified HDAC7 as a regulator of proper chromatin compaction in different stages of B cell development (pro-B and pre-B cells). Importantly, we demonstrated that HDAC7 represses TET2 expression in pro-B and pre-B cells, and that its deficiency leads to TET2 up-regulation and subsequent alteration in global and specific 5-hmC patterns. In fact, HDAC7*-*deficient pro-B cells showed enhanced 5-hmC global levels, resulting not only in the activation of inappropriate lineage genes, but also in the aberrant expression of non-coding elements (such as active transposon LINE-1 elements and miRNAs). Thus, our findings unveil novel molecular mechanisms that govern the maintenance of correct B cell development and identity, working through the HDAC7–TET2 axis.

## MATERIALS AND METHODS

### Study Design

The study aimed to define unprecedented molecular mechanisms by which class IIa HDAC7 preserves B cell identity in mice. Experiments included 4–6 weeks-old wild-type and knockout mouse strains (C57BL/6). Mice selected in each experiment were littermates. Primary pro-B and pre-B lymphocytes were isolated by using cell sorting. Tet2 was identified as a direct target of HDAC7 with chromatin immunoprecipitation and expression analysis experiments. 5-hydroxymethylation levels in pro-B cells were quantified by ELISA and hydroxymethyl-DIP experiments. 5-hmeDIP-seq, ATAC-seq, H3K27ac and H3K27me3 ChIP-seq were performed to determine global and specific changes. All results were validated by qPCR assays and were successfully reproduced. No sample size calculations were performed, since these were selected on the basis of previous studies performed in our lab. The numbers of experimental replicates are included in the figure legends.

### Mice

*Hdac7^fl/−^* on C57BL/6 mice have been previously described (28) and were kindly provided by Dr Eric Olson (UT Southwestern Medical Center, Dallas, TX, USA). Mb1-Cre^ki/+^ on C57BL/6 (B6.C(Cg)-Cd79a^tm1(cre)Reth^/EhobJ) mice were kindly provided by Dr Michael Reth (Max Planck Institute of Immunology and Epigenetics, Freiburg, Germany). Experiments were performed with 4–6 week-old mice. Littermate controls were used for *Hdac7^fl/^*^−^ mb1-cre mice. Animal housing and handling and all procedures involving mice, were approved by the Bellvitge Biomedical Research Institute (IDIBELL) ethics committee and the Animal Experimentation Ethics Committee (CEEA) of the Comparative Medicine and Bioimage Centre of Catalonia (CMCiB), at Germans Trias i Pujol Research Institute (IGTP), in accordance with Spanish national guidelines and regulations.

### Cells

HAFTL pre-B cell line transduced with a MSCV-GFP-C/EBPα retroviral vector (to generate C10 cells) and with a MSCV-hCD4-C/EBPαER retroviral vector (to generate C11 cells), were described previously described (29). C10-MSCV and C10-HDAC7 cells were generated as previously described (30).

### shRNA-Tet2 infection of primary B cells and transduced pre-B cell line (C11)

Retroviral vector for PGK-shRNATet2-GFP retroviral vector has been described in (31). CD19^+^ B cells from *Hdac7^+/^^−^* and *Hdac7^fl/^^−^* mice or C11 cells were infected with the shRNA Tet2 targeting vector(shTet2) or with an empty retroviral vector (shCtrl). Cells were infected twice, in a time gap of 24 h, and then, 48 h after second infection, GFP^+^ cells were sorted using a FACSAria™ Fusion cell sorter (BD Biosciences). After isolation, CD19^+^ B cells were cultured on RPMI media supplemented with 2% FBS, 0,03% Primatone RL (Sigma), 1 mM penicillin/streptomycin, 50 μM β-mercaptoethanol and 1% IL-7 (Peprotech), whereas C11 cells were cultured in RPMI media supplemented with 10% FBS and 1mM penicillin/streptomycin. *Tet2* knockdown was confirmed by qRT-PCR using SYBR green quantification.

### β-Estradiol treatment of cell lines

C10-MSCV, C10-HDAC7, C11-shCtrl and C11-shTet2 cells were cultured and treated as previously described (30).

### Flow cytometry analysis and cell-sorting

Cells were extracted from bone marrow (femur and tibia of both hind legs) of *Hdac7^+/^^−^* and *Hdac7^fl/−^* mice. Red blood cells were lysed with ACK lysis buffer. Cell counts were determined using a manual cell counter and Türk's staining to facilitate the counting of white cells nuclei. Isolated cells were incubated with anti-CD16/CD32 (2.4G2, Fc Block) (BD Bioscience) for 10 min on ice to reduce non-specific staining. The following antibodies were used for analysis (from BD Biosciences): anti-B220 (RA3-6B2), anti-CD43 (S7), anti-IgM (R6-60.2), anti-CD19 (1D3) and anti-Cd11b (M1/70). For Cd11b, Streptavidin-V50 (560797, BD Biosciences) was used as a secondary antibody. Cells were stained with primary antibodies for 30 min on ice in the dark. Cells were analyzed on a BDFACS Canto II (BD Biosciences) or sorted on BD FACSAria™ Fusion cell sorter (BD Biosciences). Data were analyzed using FlowJo software (Tree Star, Inc.). See Supplementary Figure S1A for sorting gating strategy (pro-B cells: IgM^−^, CD19^+^, B220^+^, CD43^+^; pre-B cells: IgM^−^, CD19^+^, B220^+^, CD43^−^).

### Magnetic cell separation (MACS)

Cells were extracted from bone marrow (femur and tibia of both hind legs) of *Hdac7^+/^^−^* and *Hdac7^fl/−^* mice. Red blood cells were lysed with ACK lysis buffer. Cell counts were determined using a manual cell counter and Türk's staining to facilitate the counting of white cells nuclei. Isolated cells were incubated with anti-CD16/CD32 (2.4G2, Fc Block) (BD Bioscience) for 10 min on ice to reduce non-specific staining. The following antibodies were used for separation (from Miltenyi Biotec): anti-CD19-Microbeads (mouse), anti-Cd11b biotin (M1/70, BD Biosciences), and Streptavidin-Microbeads. Samples were incubated for 20 min at 4°C in the dark. CD11b needed double incubation, first with anti-Cd11b and second with Streptavidin-beads. Samples were put into Ls columns (Miltenyi Biotec) to perform magnetic cell separation. After three washes, cell from positive fractions (CD19+ and Cd11b+) were kept for further experimentation.

### RNA-sequencing and analysis

Total RNA was extracted from HDAC7-deficient and control pro-B and pre-B cells in the Genomics facility of Institute for Research in Biomedicine (IRB) in Barcelona. Samples were quantified and subjected to quality control using a Bioanalyzer apparatus (IRB, Barcelona). Samples were processed at BGI Genomics Service, (China). Briefly, low input library was performed in all samples. Later, they were sequenced in paired-end mode with a read length of 100 bp. Thirty-five million paired-end reads were generated for each sample. Quality control of the samples was performed with the FastQC tool (available at https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Paired-end reads from RNA-Seq were aligned to the murine reference genome (GRCm38) using Hisat2 (version 2.0.5). Quality of the alignments was assessed using FastQC (v0.11.2). A count table file indicating the number of reads per gene in each sample was generated using HTSeq (version 0.6.0) (32). Genes with no or very low expression were filtered out and differentially expressed genes were identified using DESeq (33), requiring a minimum adjusted *P*-value of 0.05 and a |log_2_FC| value >1. Functional analysis was performed using gene set enrichment analysis (GSEA) (34) using a pre-ranked list of human orthologs genes and the gene set database c5.all.v7.2.symbols.gmt (Gene Ontology). GSEA analyses were performed from the *Hdac7^+/^*^−^ pro-B versus *Hdac7^+/^^−^* pre-B cells, *Hdac7^+/−^* pro-B versus *Hdac7^fl/^^−^* pro-B cells and *Hdac7^+/^^−^* pro-B versus *Hdac7^fl/^^−^* pre-B cells comparisons. Genes were ranked using this formula: −log_10_(FDR) × sign[log(FC)]. As genesets collection, hallmarks (H) from the Molecular Signatures Database (MSigDB) were selected, adding the specified custom genesets. Data from RNA-seq is available under accession code GSE171855.

### RT-qPCR analysis

RNA from sorted pro-B and pre-B cells was extracted with an RNeasy Mini kit (Qiagen) and subsequently converted into cDNA using the High Capacity cDNA Reverse Transcription Kit (AB Applied Biosystems) according to the manufacturer's instructions. Real-time-quantitative PCR (RT-qPCR) was performed in triplicate using SYBR Green I Master (Roche). PCR reactions were run and analyzed using the LightCycler 480 Detection System (Roche). RT-qPCR primer pairs are shown in supplemental information Supplementary Table S1.

### Micrococcal nuclease assay

Two million of B cells from *Hdac7^+/^^−^* and *Hdac7^fl/^^−^* mice were resuspended in 500 μl of lysis buffer (10 mM Tris, 10 mM NaCl, 3 mM MgCl_2_, 1% Triton, pH 7.5) and incubated on ice for 10 min. Nuclei were collected by centrifugation at 300 g for 5 min at 4°C. The nuclear pellet was then resuspended in 400 μl of nuclear lysis buffer (20 mM Tris, 20 mM KCl, 70 mM NaCl, 3 mM CaCl_2_ and protease inhibitors, pH 7.5). Aliquots of 100 μl were incubated with 9 units of micrococcal nuclease (MNAse, ThermoFisher) and digested at room temperature for 0, 1, 2 and 5 min, respectively. Then 3μl of 0.5M EDTA was added to stop digestion, and DNA was purified by using the QIAquick PCR purification kit (Qiagen). About 500 ng were used for gel electrophoresis and 12 ng of DNA were used for qPCR analysis using SybrGreen (Roche). Primers obtained from (35) were designed to target the β-globin gene to obtain PCR amplicons longer than the length of a single nucleosome. Mononucleosomes generated during MNAse digestion cannot be amplified by qPCR. Then, reduced amplification involves more open/accessible chromatin state, at least at this locus.

### Western Blot

White cells from bone marrow of control and *Hdac7^fl/−^* mice were extracted as in sorting procedure. Next, cells were stained with anti-CD19-microBeads (Miltenyi Biotec) according to manufacturer's instructions. CD19^+^ B cells were isolated by magnetic separation with LS column adapters (Miltenyi Biotec). Purified cells were lysed with RIPA buffer. Lysates were resolved on 8–15% SDS-PAGE (Mini-Protean electrophoresis chamber, Bio-Rad) and transferred on nitrocellulose membranes (Amersham Biosciecnes). Membranes were blocked in 5% milk in TBS with 0.1% Tween (TBS-T) and incubated overnight at 4°C, with primary antibodies (anti-Tet2 ab94580, abcam 1:1000; anti-HDAC7 sc-11421, Santa Cruz Biotechnology 1:1000; anti-H3K9me3 ab8898 (Abcam) 1:1000; anti-PUMA 12450 (Cell Signaling) 1:500, anti-IRF4 sc-48338 (Santa Cruz Biotechnology) 1:500; anti-c-MYB sc-74512 (Santa Cruz Biotechnology) 1:500; anti-H3 ab1791 (Abcam) 1:1000; anti-Lamin B1 ab16048 (Abcam) 1:1000, and anti-Actin AC-15 (Sigma-Aldrich) 1:40000). Secondary antibody incubations (HRP-anti mouse, P0260, or anti rabbit, P0448, Dako 1:3000), were carried out for 1h at room temperature. Protein signal was detected using ECL western detection kit (Amersham Biosciences).

### Chromatin immunoprecipitation assays (ChIP)

For chromatin immunoprecipitation (ChIP) assays, purified pro-B cells from the bone marrow of *Hdac7*^+/−^ and *Hdac7*^fl/−^ mice were crosslinked for 15 min in 1% formaldehyde, followed by inactivation in 125 mM glycine for 5 min and by two washes in cold PBS. Afterward, samples were incubated in cell lysis buffer from LowCell# ChIP kit (Diagenode) for 30 min at 8°C and sonicated with M220-Focused Ultra Sonicator (Covaris) according to manufacturer's instructions. Next steps of ChIP experiments were performed using resources from the LowCell# ChIP kit (Diagenode) according to the manufacturer's instructions. The following antibodies were used for immunoprecipitation: anti-HDAC7 (Abcam, HDAC7-97, 2.5 μg), anti-H3K9/K14ac (Millipore, 06-599 2.5 μg), anti-H3K27me3 (Millipore, 07-449, 2.5 μg), anti-H3K27Ac (Abcam, ab4729, 2.5 μg) and anti-H3k9me3 (Abcam, ab8898, 2.5 μg). Real-time quantitative PCR (RT-qPCR) was performed in triplicate and the results analyzed. Data are presented as the ratio between the HDAC7-bound fraction and histone modification antibody relative to the input control. ChIP-qPCR primer pairs are shown in supplemental information Supplementary Table S1.

### ChIP-seq experiments and analysis

H3K9/K14ac ChIP-seq data were extracted from ChIP-seq experiments, as described elsewhere (26), whose data are available under the accession code: SRA submission SUB1614653. For new ChIP-seq experiments, purified pro-B and pre-B cells from the bone marrow of *Hdac7*^+/−^ and *Hdac7*^fl/−^ mice were crosslinked for 15 min in 1% formaldehyde, followed by inactivation in 125 mM glycine for 5 min and by two washes in cold PBS. Afterward, samples were lysed and sonicated with M220-Focused Ultra Sonicator (Covaris) to obtain fragments of 250–500 bp. Samples were processed according to Blueprint Histone ChIP-Seq protocol (https://www.blueprint-epigenome.eu/). The following antibodies were used for immunoprecipitation: 2.5 μg of anti-H3K27me3 (07449) and 2.5 μg of anti-H3K27ac (ab4729). As experimental control we used input sonicated chromatin (not immunoprecipitated) in all experimental conditions. For the analysis, reads were checked for quality using FastQC (0.11.5) and then trimmed using trim galore (v.0.6.6) to remove the sequencing adapters. Reads were aligned to the mouse reference genome GRCm38 using Bowtie v2.3.2 with ‘–very-sensitive’ parameters (36). Aligned reads were then filtered based on ENCODE standards and removed those mapping to the blacklist and duplicates using samtools (v.1.9) and sambamba (v.0.7.0). Peaks were called using MACS2 v2.2.7.1 (37) with default parameters, providing an input sample to avoid false positives. Background correction was applied by first defining a set of non-redundant enriched regions for all samples by taking the union of all peaks from both replicates of all samples. Bigwig files were generated using bamCoverage v3.2.1 from deeptools (38). Genomic peak annotation was performed with HOMER software (v4.11). Intensity plots were performed using computeMatrix in a window of ±1 kb center in the TSS from deeptools (38). Data from H3K27ac and H3K27me3 ChIP experiments are available under accession code: GSE204673.

### ATAC-seq experiment and analysis

50 000 purified pro-B and pre-B cells from the bone marrow of *Hdac7*^+/−^ and *Hdac7*^fl/−^ mice were isolated and freshly lysed using cold lysis buffer (10 mM Tris−HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL CA-630). Immediately after lysis, nuclei were spun at 500 g for 10 min using a refrigerated centrifuge, and pellet was resuspended in the transposase reaction mix (12.5 μl 2 × TD buffer, 2 μl transposase (Illumina) and 5.5 μl nuclease-free water). The transposition reaction was carried out for 1 h at 37°C, followed by addition of clean up buffer (900 mM NaCl, 300 mM EDTA, 2 μl 5%SDS, 20 ng Proteinase K) and incubation for 30 min at 40°C. Tagmented DNA was isolated using 2× SPRI beads from Beckman–Coulter. Following purification, we amplified library fragments using 1× NEBnext PCR master mix and 1.25 μM of Nextera PCR primers as described elsewhere (39). Sequence reads quality was assessed with MultiQC v1.12 (40), and adapter content (if any) was trimmed using Trimmomatic v0.39 (41). Paired-end reads were aligned to GRCm38 using Bowtie2 v2.2.3 with a maximum insert size of 2000 (-X 2000) (36). These parameters ensured that fragments up to 2 kb were allowed to align and that only unique aligning reads were collected (-m1). For all data files, duplicates and mtDNA were removed using picard (http://picard.sourceforge.net) and sambamba (v.0.7.0), respectively. For peak-calling, MACS2 v2.2.7.1 (37) tool was used with default parameters. Background correction was applied by first defining a set of non-redundant enriched regions for all samples by taking the union of all peak summits from both replicates of all samples. We then quantified the signal at all summits in each sample by counting the number of fragments (using the R bioconductor package csaw, v. 1.0.7) (42). The resulting counts matrix file was analyzed for differential peaks with DESeq2 (43). Genomic peak annotation was performed with HOMER software (v4.11). Intensity plots were performed using computeMatrix in a window of ±1 kb center in the TSS from deepTools (38). Data from ATAC-seq are available under accession code GSE204672.

### Quantification of global 5-hydroxymethylation levels

To quantify 5-hmC, a Quest 5hmC DNA ELISA kit (Zymo Research) was used according to the manufacturer's protocol. First, genomic DNA from sorted cells was extracted using Quick-DNA Miniprep Plus kit (D4068, Zymo Reseach). Next, the bottom of the provided well was coated with anti-5-hmC polyclonal antibody (pAb) for 1 h at 37°C in the dark. Wells were then blocked and 100 ng of denatured genomic DNA was added for 30 min at 37°C in the dark. After corresponding washes, anti-DNA HRP antibody was applied to wells for 30 min at 37°C in the dark. After corresponding washes, HRP developer (3,3’,5,5’-tetramethylbenzidine (TMB) (Sigma-Aldrich)) was added to detect the DNA bound to the anti-5-hmC pAb for 20–30 min at room temperature in the dark. Afterward, the color reaction was stopped by the addition of sulfuric acid and the resulting color was analyzed at 450 nm by using a Glomax microplate reader (Promega). The percentage of 5-hmC DNA was estimated from linear regression.

### hMeDIP-qPCR experiments

Genomic DNA was purified by using the same kit as in ELISA assay. 1 μg of genomic DNA from wild-type and HDAC7-deficient sorted pro-B cells was sonicated with M220-Focused Ultra Sonicator (Covaris) to obtain fragments of 300–400 bp. Fragmented DNA were incubated with 2 μg anti-5hmC (Active Motif, 39769) and 20 μl of Dynabeads G (Life Technologies) for 16 h at 4°C, and 10% of DNA was kept to be used as input. After incubation, Dynabeads were washed 3 times with IP buffer (10 mM Na-Phosphate pH 7, 0.14 M NaCl, 0.05% Triton X-100) and then were resuspended in Proteinase K digestion buffer (50 mM Tris pH8, 10 mM EDTA, 0.5% SDS) for 30 min at 55°C. DNA from immunocomplexes was purified with the QIAquick MinElute kit (Qiagen). Real-time quantitative PCR was performed and the results analyzed. Data are presented as the ratio of the enrichment of 5-hmC relative to the input control.

### hMeDIP sequencing experiments and analysis

Purified genomic DNA (1 μg) from wild-type and HDAC7-deficient pro-B cells was sonicated to obtain fragments of 300–400 bp. Adaptor ligations were performed and libraries constructed by qGenomics Laboratories (Barcelona, Spain). 2 μg of anti-5hmC (Active Motif, 39769) were incubated with 20 μl of Dynabeads G (Life Technologies) for 2 h at 4°C. Fragmented DNA was incubated with Dynabeads and antibody for 16 h at 4°C, and 10% of DNA was kept to be used as input. DNA was purified as described in hMeDIP qPCR assay. Amplified libraries were constructed and sequenced at qGenomics Laboratories (Barcelona, Spain). Fastq data were obtained with Trim Galore-0.4.2 and Cutadapt-1.6. Reads were mapped with bwa-0.7.12. Sorting Sam to Bam was carried out with Picard-2.8.0 SortSam and duplicates were removed with Picard-2.8.0 MarkDuplicates. Bigwig files were made with deeptools and normalized based on RPKM. Peak calling was performed using MACS2 bdgpeakcall option (-c 250 -l 10 -g 10). To avoid false positives, peaks that intersect with peaks in the corresponding input samples were removed. DESEQ analysis (DESeq2 v1.20.0) was then used to define peaks and perform quantitative analyses. The Diffbind-2.6.6 R package was used for differential binding analysis. Differential enrichment was defined by a threshold value of *P* = 0.005 and a >1-fold difference in KO relative to WT samples. Motif enrichment was analyzed and peak depth quantified with HOMER software (v4.10). Data from hMeDIP-seq is available under accession code GSE135263.

### Co-immunoprecipitation (Co-IP)

Co-IP assays were performed using CD19^+^ cells from control and HDAC7 deficient mice. Cell extracts were prepared in lysis buffer [50 mM Tris–HCl, pH 7.5, 1 mM EDTA, 150 mM NaCl, 1% Triton-X-100, protease inhibitor cocktail (complete™, Merck)] with corresponding units of Benzonase (Sigma) and incubated at 4°C for 6 h. 50 μl of supernatant was saved as input and diluted with 2× Laemmli sample buffer (4% SDS, 20% glycerol, 120 mM Tris–HCl, pH 6.8). Supernatant was first incubated with PureProteome™ Protein A/G agarose suspension (Merck Millipore) for 1 h to remove background signal. Samples were then incubated overnight at 4°C with corresponding antibodies against TET2 (ab124297, Abcam) and rabbit (12-371, Merck Millipore) IgGs (negative control) and A agarose beads. After that, beads were washed three times with lysis buffer. For sample elution, 100 μl of 1× Laemmli sample buffer was added to the beads. Samples and inputs were denatured at 95°C in the presence of 1% β-mercaptoethanol.

### Expression profiling of microRNAs

We used miRCURY LNA™ Universal RT microRNA PCR System (Exiqon) to determine miRNA expression profiles. The miRNA annotation of mirBase version 20.0 was used. Single-stranded cDNA was synthesized by reverse transcription of 8 μl of RNA, using the universal cDNA Synthesis Kit II (Exiqon). Diluted cDNA was mixed with ExiLENT SYBR^®^ Green master mix (Exiqon), and quantitative PCR was performed using the Roche LightCycler^®^ 480 RealTime PCR system (Roche). Primers design for validations of miRNA’s differential expression was performed with miRprimer software (https://sourceforge.net/projects/mirprimer/).

### Immgen data analysis

Immgen is a public resource that is the result of a collaborative group of immunology and computational biology laboratories that share knowledge and expertise to perform a broad and deep dissection of the genome's activity and its regulation in the immune system. This public resource is broadly used by many immunology laboratories to interrogate biological questions of a gene of interest or more broad mechanistic insights within the hematopoietic system.

Gene Skyline tool: expression data from microarrays collected from several participating laboratories is normalized with Robust Multiarray Average (RMA) algorithm (44,45). RMA is a three-step algorithm, which removes background noise (normally distributed), performs quantile normalization and log2 transformation. Raw reads from microarray are normalized by median of ratios with DeSeq2 package from Bioconductor. Spike-in data is also used to evaluate the RMA method in order to address questions about the correctness of microarray data. Immgen developers ensure that the comparison of expression levels of one gene among different cell types is sensitive and quantitative.

Modules and regulators tool: this tool uses an algorithm called Ontogenet in order to outline the regulatory networks that drive the hematopoietic cell differentiation (see detailed explanation in (46). Briefly, it classifies and clusters genes in groups called ‘modules’ based on expression levels of genes among all cell types from all lineages and developmental stages from the hematopoietic system given by several microarray analyses. Each module is called ‘coarse module’, which can be further divided into ‘fine modules’. The algorithm assumes that genes included in one module are regulated in the same way. For these modules, Immgen create automatically an expression matrix represented as a heatmap, showing potential regulators of the module and their expression pattern among blood cell types. Immgen also provides a table of expression level and regulatory activity (weight), classifying each regulator into positive and negative.

My GeneSet tool: this browser allows you to examine the pattern of expression of a selected set of genes over some or all of the ImmGen expression data (obtained from either RNA-seq or microarray experiments).

### Statistical analysis

Data were analyzed by Student's two-tailed unpaired *t*-test and Mann–Whitney test using GraphPad Prism (v7). *P-*values lower than 0.05 were considered statistically significant. Statistical methods for analysis of genome wide datasets involving hMeDIP-seq, RNA-seq, ChIP-seq and ATAC-seq are explained in detail under the respective section.

## RESULTS

### HDAC7 regulates chromatin condensation and 5-hmC levels in pro-B cells

We previously identified HDAC7 as a critical transcriptional repressor of lineage-inappropriate genes that ensures correct early B cell development. However, its exact molecular mechanisms remained to be addressed (26,30). To unveil the mechanisms and functions that HDAC7 exerts during early B lymphocyte development along the different cell stages of differentiation, we performed RNA-sequencing (RNA-seq) experiments on pro-B and pre-B cells from HDAC7 conditional knockout mice (*Hdac7*^fl/–^; hereafter, HDAC7-deficient) and their control littermates (*Hdac7*^+/–^; hereafter, wild-type) (Figure 1A; see also gating strategy, Supplementary Figure S1A). First, we performed an unsupervised cluster analysis of the samples based on their gene expression profiles. Notably, pro-B and pre-B wild-type cell populations were grouped into two different clusters, confirming that early B cell differentiation steps were affected by gene transcription changes, a hallmark of early B lymphocyte development. In contrast, HDAC7-deficient pro-B and pre-B cells were more similar and grouped closer, indicating that the B cell developmental block observed upon HDAC7 deficiency is a consequence of altered gene transcription programs (Figure 1B). Based on RNA-seq analyses, a comparison of the differentially expressed genes between the cell populations showed that 1992 and 2140 genes were up-regulated and down-regulated, respectively, during the cellular transition from pro-B to pre-B wild-type cells (Supplementary Figure S1B). The lack of HDAC7 from the pro-B or pre-B cells resulted in a downregulation of 272 and 1576 genes, respectively, as compared to the wild-type pro-B cells (Supplementary Figure S1B). Among the downregulated genes, we observed a dramatic disruption in heavy chain immunoglobulin (Igh) production (Supplementary Figure S1C), which is a critical process in early B cell development; this demonstrated that HDAC7 deficiency would drastically affect the immune response (Supplementary Figure S1D).

**Figure 1.**
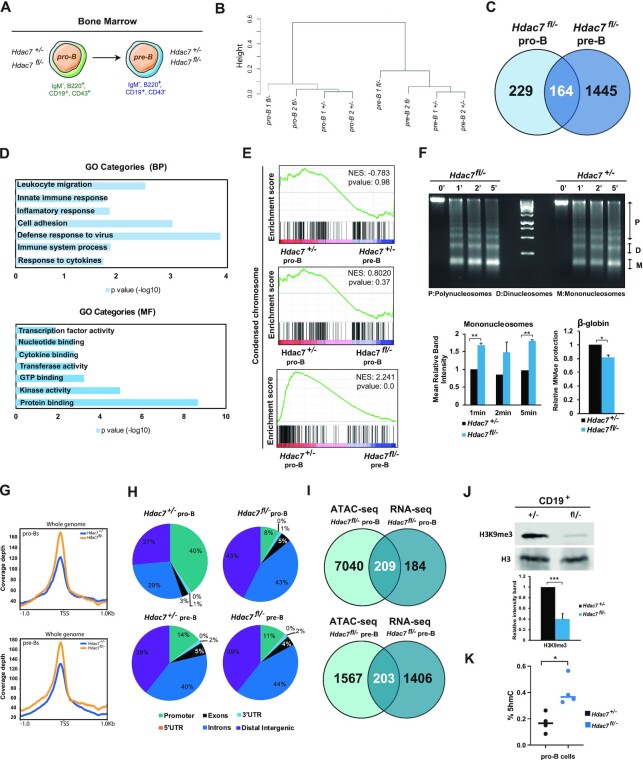
HDAC7 deficiency results in global chromatin de-condensation and increase 5-hmC levels. (**A**) Experimental design for RNA-seq experiments, showing the type of cells used. B cell progenitors (pro-B); B cell precursors (pre-B). (**B**) Cluster dendogram obtained from RNA-seq gene expression profiles for each replicate and cell type. (**C**) Venn Diagram comparing up-regulated genes in *Hdac7^fl/–^* pro-B cells respect to control pro-B cells (left) and in *Hdac7^fl/–^* pre-B cells respect to control pro-B cells (right). (**D**) Gene ontology (GO) enrichment analysis of up-regulated genes in HDAC7 deficient pro-B and pre-B cells respect to control pro-B cells. BP refers to Biological Processes and MF corresponds to Molecular Functions. (**E**) GSEA analysis comparing wild-type pre-B and HDAC7-deficient pro-B and pre-B cells respect to wild-type pro-B cells in expression profiles related to condensed chromosome signatures. (**F**) Chromatin accessibility assay in control and HDAC7-deficient B cells. Isolated nuclei from these cells were digested with 5 units of micrococcal nuclease (MNase) for 0, 1, 2 or 5 min. Different nucleosomal fractions (mono, di and polynucleosomes) were separated by gel electrophoresis (upper panel). Band density quantification from chromatin accessibility assay using ImageJ software. Results are expressed as the mean ± SEM of three independent experiments. **P < 0.01 by unpaired *t*-test (left lower panel). qPCR showing protection of MNase-digested DNA after 5 min incubation in control or HDAC7-deficient B cells (right lower panel). Data represent mean ± SEM of three independent experiments per condition after normalization to *Actb* gene expression. *P < 0.05 by unpaired T-test. (**G**) ATAC-seq coverage depth (per base pair per peak per 10 million mapped reads) of peaks located in the TSS (−1 kb to +1 kb) in wild-type and HDAC7-deficient pro-B (upper panel) and pre-B cells (lower panel). (**H**) Genomic distribution of chromatin accessible peaks in *Hdac7^+/–^* and *Hdac7^fl/–^* pro-B and pre-B cells determined by ATAC-seq experiments. (**I**) Venn Diagram comparing differentially enriched peaks in ATAC-seq in *Hdac7^fl/-^* pro-B cells and up-regulated genes in RNA-seq in *Hdac7^fl/-^* pro-B cells (upper panel) and pre-B cells (lower panel) compared to control cells. (**J**) H3K9me3 global levels decrease upon HDAC7 deficiency, analyzed by Western blot representative assay (upper panel). Total H3 levels were used as a control. Band quantification of the Western blot experiment was performed using ImageJ program. Results are expressed as the mean ± SEM of three independent experiments. ***P < 0.001 by unpaired *t*-test (lower panel). (**K**) ELISA assay showing global levels of DNA 5-hmC in pro-B cells from wild-type and HDAC7-deficient mice. Each dot represents one animal (*n* = 4, test); the line represents the mean. Data is represented as mean ± SEM of four independent experiments. *P < 0.05, Mann–Whitney test.

HDAC7 is a transcriptional repressor. Accordingly, 393 and 1609 genes in pro-B and pre-B cells, respectively, were upregulated in the HDAC7-deficient cells as compared to pro-B wild-type cells (Figure 1C). Gene Ontology (GO) analysis of up-regulated genes at both cell stages showed that they were related, on one hand, to cell proliferation, survival and immune processes (Supplementary Figure S1E) and, on the other hand, to enhanced protein binding (Supplementary Figure S1F). To specifically analyze the gene expression changes exclusively depending on HDAC7, and omit differences due to different cell stages, we overlapped upregulated genes from pro-B and pre-B cells. GO analysis revealed that overlapped upregulated genes upon HDAC7 deficiency were associated with an altered immune response (Figure 1D, upper panel), with a clear tendency for increased protein binding and transcription factor (TF) activity, which may correlate with a more open chromatin state (Figure 1D, lower panel). Gene set enrichment analysis (GSEA) showed that the gene signatures in HDAC7-deficient pro-B or pre-B cells were associated to a deficiency in chromosome condensation, suggesting a potential loss of the heterochromatin state in the absence of HDAC7 (Figure 1E). This de-condensation was independent of the cell stage, as there was no difference in these gene signatures between control pro-B and pre-B cells, when separately analyzed for each genotype (Figure 1E). These results indicate that HDAC7 deficiency may result in chromatin decompaction. Accordingly, HDAC7-deficient B cells presented increased chromatin accessibility, as genomic DNA from these cells was more sensitive to micrococcal nuclease (MNase) digestion than that from control B cells (Figure 1F, upper and lower left panels). These results were reinforced by qPCR showing protection of MNase-digested DNA at β-globin site (Figure 1F, lower right panel). To definitively prove the potential role of HDAC7 in maintaining proper chromatin status in pro-B and pre-B cells, we performed transposase-accessible chromatin assay coupled with next generation sequencing (ATAC-seq). We found that the global chromatin accessibility intensity was higher in both HDAC7-deficient pro-B and pre-B cells compared to control cells (Figure 1G). Consistent with its role as a transcriptional repressor, we observed ∼13 000 more accessible peaks in HDAC7-deficient pro-B cells. Next, we determined ATAC-seq differential regions between HDAC7-deficient and wild-type pro-B (Figure 1H, upper panel) and pre-B cells (Figure 1H, lower panel). We found that the genomic distribution of the accessible sites differed significantly in the absence of HDAC7. In particular, we observed a reduction of peaks located at promoters and, more notably in pro-B cells, a dramatic increase of accessible peaks at distal intergenic regions (Figure 1H). To interrogate a potential functional link between the altered chromatin landscape and transcriptional programming in the absence of HDAC7, we integrated the data obtained in ATAC-seq and RNA-seq experiments. We compared the open chromatin regions in HDAC7-deficient pro-B and pre-B cells versus upregulated genes in the absence of HDAC7 (Figure 1I, upper panel). Half of the differentially upregulated genes (209 genes) in pro-B cells also presented a more open chromatin state in HDAC7-deficient cells, whereas 203 genes among the pre-B cells upregulated genes set showed a more accessible chromatin (Figure 1I, lower panel). Additionally, and given that chromatin condensation is associated to heterochromatin state, we next isolated CD19^+^ B cells from HDAC7-deficient or wild-type mice and assessed the levels of H3K9me3, a well-known epigenetic mark involved in the establishment of heterochromatin, genome stability, and cell identity maintenance (47). We found that HDAC7-deficient B cells showed a significant and dramatic decrease in H3K9me3 as compared to their wild-type counterparts (Figure 1J). Increases in 5-hmC have been associated with chromatin decompaction and, consequently, with alterations in hematopoietic cell differentiation and the maintenance of cell identity (48). Importantly, 5-hmC and H3K9me3 have an opposite genomic localization pattern, with TET proteins recruited mostly to euchromatin regions (49,50). We next carried out ELISA assays to determine the global 5-hmC levels; which revealed that HDAC7 loss in pro-B cells led to a significant increase in the global levels of 5-hmC (Figure 1K). Thus, altogether our data indicated that HDAC7 controls chromatin compaction and DNA 5-hmC levels at early stages of B cell development.

### HDAC7 regulates TET2 expression in pro-B and pre-B cells

Our results suggested that an essential function of HDAC7 during early B cell development could be the regulation of TET proteins expression, which are responsible for incorporating 5-hmC into DNA. Among the different family members, TET2 appears to play crucial roles during hematopoiesis and is highly expressed in myeloid cells (20–22). Therefore, we hypothesized that HDAC7 may be responsible for tightly regulating and fine-tuning the physiological levels of TET2 in pro-B and pre-B cells, thereby ensuring proper cell differentiation and identity. We directly addressed our hypothesis firstly by analyzing whether TET2 is expressed at different levels in the lymphoid and myeloid compartments within the hematopoietic system. For this purpose, we examined transcriptomic data from the Immunological Genome Project Database (Immgen) (http://www.immgen.org/). Indeed, TET2 was expressed at much higher levels in myeloid cells than in lymphoid populations (Figure 2A). Next, taking advantage of the ‘modules and regulators’ interactive tool in the Immgen database, we searched for putative positive and negative TET2 regulators. This tool uses all expression data of hematopoietic cell populations deposited by several groups and enables the search for putative positive and negative regulators of the gene of interest. Strikingly, HDAC7 appeared to be the only negative regulator or transcriptional repressor controlling TET2 expression within the hematopoietic system (Figure 2B). Further analysis of data from Immgen database to compare the expression pattern between HDAC7 and TET enzymes coding genes in lymphoid and myeloid populations revealed an inverse correlation with gene expression between HDAC7 and TET2 (Figure 2C), indicating a fully opposite expression pattern of both genes throughout hematopoiesis. In contrast, TET1 had an expression pattern similar to that of HDAC7, while TET3 displayed uniform expression levels throughout all tested cell populations (Supplementary Figure S2A and B). These data suggested that HDAC7 was responsible for controlling TET2 levels in lymphoid cells. We next examined data from RNA-seq in Figure 1B–E, as well as from our published microarray (26). We found that *Tet2* was upregulated in HDAC7-deficient pro-B and pre-B cells with respect to control pro-B cells (Figure 2D and E) reaching similar levels to that of macrophages (Supplementary Figure S2C), whereas the expression of the essential B cell genes *E2a* and *Pax5* remained unaltered (Supplementary Figure S2D and E). RT-qPCR assays revealed that the absence of HDAC7 from pro-B and pre-B cells did not alter the expression levels of the other class IIa HDACs family members (HDAC4, 5 and 9) indicating the specific requirement of HDAC7 during early B cell development (Supplementary Figure S2F). According to mRNA levels, analysis of our ATAC-seq revealed a more open chromatin at *Tet2* gene loci in HDAC7-deficient pro-B cells and pre-B cells (Figure 2F). Western blot experiments confirmed that the absence of HDAC7 from B cells corresponded with significantly increased TET2 protein levels (Figure 2G). Therefore, different physiological levels of TET2 protein may have an effect and specific function in hematopoietic cell populations. Next, using a transdifferentiation system developed by Graf laboratory (24), we found that HDAC7 exogenous expression blocked the upregulation of *Tet2* during pre-B cells conversion into macrophages (Figure 2H). Forced expression of HDAC7 did not interfere with the downregulation of *Pax5* during cellular conversion (Figure 2H), confirming that its expression is totally independent of that of HDAC7. Together, these findings indicated that HDAC7 may govern early B cell development in the bone marrow through the control of the physiological levels of TET2.

**Figure 2.**
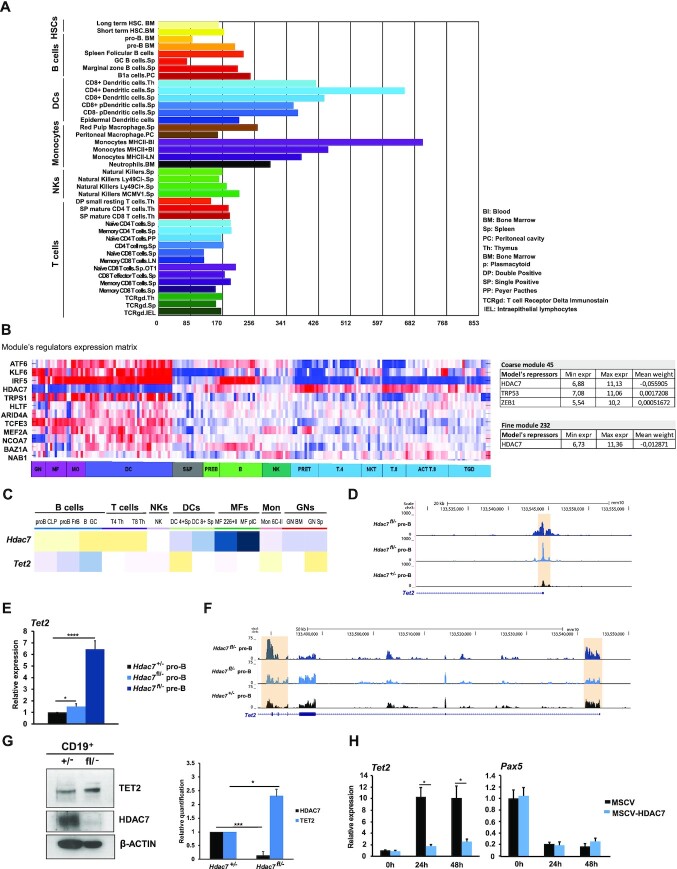
(A) HDAC7 controls DNA 5-hmC through *Tet2* regulation in pro-B and pre-B cells. Gene skyline showing the *Tet2* gene expression profile along different murine hematopoietic cell lineages (obtained from ‘gene skyline’ tool of Immgen database). (**B**) Heatmap showing the expression of potential *Tet2* gene regulators in hematopoietic cell subsets (left panel). Tables showing mean weight (enzymatic activity) of potential negative regulators of *Tet2* gene in hematopoietic cells. *Tet2* gene is included in two modules or cluster of genes: coarse module includes 315 genes and three negative regulators and fine module contains 35 genes and one negative regulator (right panel). Data were extracted from Immgen public database using *Modules and Regulators* tool. (**C**) Heatmap showing the inverse expression of *Hdac7* and *Tet2* in the indicated cell subsets. Data was extracted from Immgen public database using *My Gene Set* tool. (**D**) Genome browser snapshot of the *Tet2* gene showing signal for RNA-seq in wild-type and HDAC7-deficient pro-B and pre-B cells. Orange shadow indicates *Tet2* promoter. (**E**) Analysis by RT-qPCR of the *Tet2* mRNA levels in wild-type and HDAC7-deficient pro-B and pre-B cells. (**F**) Genome browser snapshot of the *Tet2* gene showing signal for ATAC-seq in *Hdac7^+/^^−^* pro-B cells, *Hdac7^fl/^^−^* pro-B and pre-B cells. Orange shadows indicate *Tet2* promoter and additional exonic regions. (**G**) TET2 upregulation in *Hdac7^fl/–^* CD19^+^ B cells compared to *Hdac7^+/–^* B cells analyzed by Western Blot assay (left panel). Quantification of two Western Blot experiments was performed by using ImageJ program (right panel). (**H**) RT-qPCR experiments for gene expression changes for *Tet2* and *Pax5* in the absence or presence of HDAC7 during the conversion of pre-B cells into macrophage-like cells. 24 and 48 h time points indicate time since transdifferentiation induction with β-estradiol. Data from E and H is represented as mean ± SEM of four independent experiments. *P < 0.05, ****P < 0.0001, unpaired *t*-test. Data from G is represented as mean ± SEM of two independent experiments. * *P* < 0.05, unpaired *t*-test.

### *Tet2* is a direct HDAC7 target gene in pro-B cells

We next performed chromatin immunoprecipitation (ChIP) assays to test whether *Tet2* is a direct HDAC7 target gene in B cells; we found that HDAC7 was recruited to the promoter of the *Tet2* gene, which contains MEF2 binding sites in pro-B cells (Figure 3A, upper panel). This was consistent with the previously demonstrated requirement of HDAC7 to interact with MEF2C to repress its target genes in pro-B cells (26), and with *Tet2* being a MEF2C direct target in pro-B cells (6). We also demonstrated HDAC7 recruitment at a previously described *Tet2* enhancer (24) (Figure 3A, lower panel). We previously reported by ChIP-seq experiments that HDAC7 loss in pro-B cells causes an increase of H3K9/K14ac at the promoter and enhancers of its target genes (26). ChIP-seq data examination and ChIP-qPCR revealed an increase of H3K9/K14ac at both promoter and enhancer regions of *Tet2* in the absence of HDAC7 from pro-B cells (Figure 3B and C). As expected, the absence of HDAC7 from pro-B cells had no effect on H3K9/K14ac enrichment at *Pax5* gene (Supplementary Figure S3A). Next, integration of ATAC-seq and H3K9/K14ac ChIP-seq data from HDAC7-deficient pro-B cells revealed an overlapping of 4487 enriched regions, remarkably including *Tet2* (Supplementary Figure S3B). To further gain insight into the mechanisms altered by HDAC7 deficiency, we performed ChIP-seq of H3K27ac and H3K27me3 histone marks in wild-type and HDAC7-deficient pro-B cells. The analysis revealed an increased global intensity of the activating histone mark H3K27ac in the HDAC7-deficient pro-B cells (Supplementary Figure S3C), as well as at both specific promoter and enhancer regions of *Tet2* gene (Figure 3D, E). In addition, the absence of HDAC7 from pro-B cells resulted in a decrease of global H3K27ac mark in promoter regions and an increase in distal intergenic regions (Supplementary Figure S3D). Increased number of H3K27ac peaks in distal regions upon HDAC7 deficiency agrees with previous results of more open chromatin regions under the same conditions, reinforcing the repressive role of HDAC7. The integration of ATAC-seq and H3K27ac-seq data revealed 3113 common peaks (representing ∼40% of the enriched regions in both assays) in the absence of HDAC7, in which *Tet2* was also included (Supplementary Figure S3E). In parallel, H3K27me3 ChIP-seq data unveiled similar coverage intensity between wild-type and HDAC7 deficient pro-B cells (Supplementary Figure S3F). The genomic distribution of H3K27me3 remained also unaltered in the absence of HDAC7 (Supplementary Figure S3G). In the case of H3K27me3 enrichment in HDAC7-deficient pro-B cells, we performed the integrative analysis comparing with ATAC-seq data from wild-type cells and observed an overlap of ∼25% of enriched peaks (Supplementary Figure S3H). ChIP-qPCR demonstrated a significant decrease of H3K27me3 at *Tet2* gene loci in HDAC7-deficient pro-B cells (Figure 3F, G). Finally, we aimed to determine if the global decrease in H3K9me3 in the absence of HDAC7 shown in Figure 1J could be observed at the *Tet2* gene loci. Indeed, ChIP-qPCR showed that HDAC7 deficiency in pro-B cells led to lower enrichment levels of the repressive histone mark H3K9me3, at both the promoter and enhancer of *Tet2* gene (Supplementary Figure S3I). Collectively, our findings demonstrated that HDAC7 controls the proper deposition of epigenetic marks and that *Tet2* is a direct HDAC7-target gene in pro-B cells.

**Figure 3.**
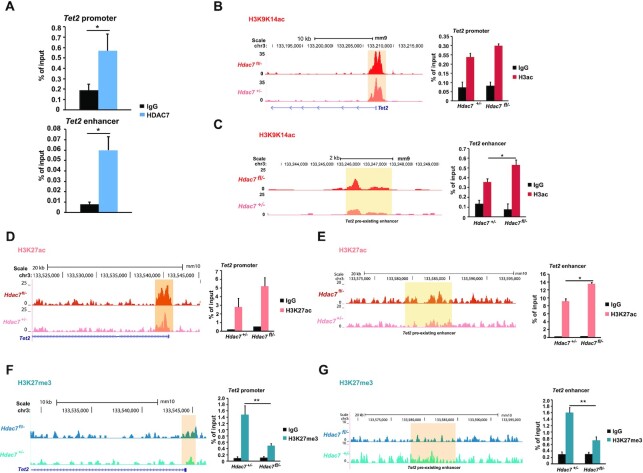
*Tet2* is a direct HDAC7 target gene in pro-B and pre-B cells. (**A**) Chromatin immunoprecipitation (ChIP) experiments showing the recruitment of HDAC7 to the *Tet2* promoter or the *Tet2* enhancer, quantified as % of input. (**B**) Genome browser snapshot of H3K9/K14ac ChIP-seq (left panel) showing differential enrichment levels at the promoter region of *Tet2* gene for HDAC7-deficient pro-B and control cells. ChIP-qPCR assay validating ChIP-seq data after immunoprecipitation with anti-H3K9/14ac antibody is shown in right panel, quantified as % of input. (**C**) As in (B), but for a *Tet2* pre-existing enhancer region. (**D**, **E**) As in (B, C), but for H3K27ac ChIP-seq enrichment and after immunoprecipitation with H3K27ac antibody. (**F**, **G**) As in (B, C), but for H3K27me3 ChIP-seq enrichment and after immunoprecipitation with H3K27me3 antibody. All data are represented as mean ± SEM of *n* = 3. *P < 0.05, **P < 0.01, unpaired *t*-test.

### HDAC7 deficiency alters 5-hmC at specific loci

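5-hydroxymethylcytosine (5-hmC), the base that TET enzymes make from methylated cytosine, was mapped by hMeDIP-seq in 4 libraries of sorted pro-B cells. Of these, 2 came from HDAC7-deficient mice (*Hdac7 fl/-*) and 2 from littermates that carry 1 working copy of the gene (*Hdac7+/-*), which are called wild-type. The mice were between 4 and 6 weeks old. In this assay genomic DNA is sheared, here to fragments of 300 to 400 bp, and the fragments that carry 5-hmC are pulled down with an antibody and sequenced. The authors trimmed the reads, mapped them with bwa, removed duplicates with Picard and made a signal track normalized to RPKM with deepTools. They called peaks in each library separately with the bdgpeakcall tool of MACS2 at a signal cutoff of 250, a minimum length of 10 bp and a maximum gap of 10 bp. Peaks that met a peak of the corresponding input library were removed, and the methods do not state whether this was done before the lists were deposited. The deposited lists give the chromosome, the start and the end of each peak, with no height, score or p-value, so the depth behind a peak is unknown. The narrowest peak was 10 bp and the smallest gap between neighbouring peaks was 11 bp in every list, the limits that these settings of the caller give. The input libraries were not analysed here.

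Peaks of the 4 lists that overlapped by at least 1 bp were merged into regions, and each region was scored as present or absent in each library. A region was counted as gained when both HDAC7-deficient libraries and neither wild-type library had a peak in it, and as lost in the opposite case. Genes were taken from GENCODE M21 on GRCm38, the build whose contig names and mitochondrial length the lists carry. With 2 libraries per genotype an exact permutation test of a single value cannot give a two-sided p below 0.333, so no difference in such a value was called, and each is set beside the spread between replicates.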

We next performed a 5-hmC DNA immunoprecipitation (hMeDIP) followed by next-generation sequencing (hMeDIP-seq) in pro-B cells purified from *Hdac7^fl/–^* mice and their *Hdac7*^+/–^ control littermates. While the total frequencies of 5-hmC peaks were similar, the global 5-hmC coverage was higher in HDAC7-deficient pro-B cells than in wild-type pro-B cells, in concordance with the results from Figure 1K (Figure 4A and Supplementary Figure S4A). 

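The lists held 1305200 and 1409143 peaks in wild-type replicates 1 and 2, and 1414862 and 1371221 peaks in HDAC7-deficient replicates 1 and 2. The mean was 1357171.5 ± 73499 peaks (SD, n = 2) in wild-type and 1393041.5 ± 30859 peaks (SD, n = 2) in HDAC7-deficient libraries. Their ratio was 1.03 ± 0.0601 (SD propagated from the replicates; two-sided exact permutation test, p = 0.667). Among the alternatives tried, keeping only peaks at least 200 bp wide moved this ratio most, to 0.974. Coverage depth, the measure of Fig. 4A, needs read counts that the lists do not hold, and the length of genome under peaks is a different quantity. Peaks covered 235434671 and 269133198 bp in wild-type replicates 1 and 2, and 229967837 and 273728392 bp in HDAC7-deficient replicates 1 and 2, a ratio of means of 0.998 ± 0.155 (SD). Without HDAC7-deficient replicate 2 the ratio was 0.912, and without HDAC7-deficient replicate 1 it was 1.085. Both libraries numbered 2 had a greater covered length than both libraries numbered 1. The SD and these 2 ratios therefore include a difference that runs with the replicate number, and the paper does not state what the numbers mark. The median peak width was 165 and 160 bp in the wild-type libraries and 146 and 172 bp in the HDAC7-deficient libraries. For both the covered length and the median width the exact permutation p was 1, and the HDAC7-deficient replicates lay on both sides of the wild-type values.

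**Figure D1:**
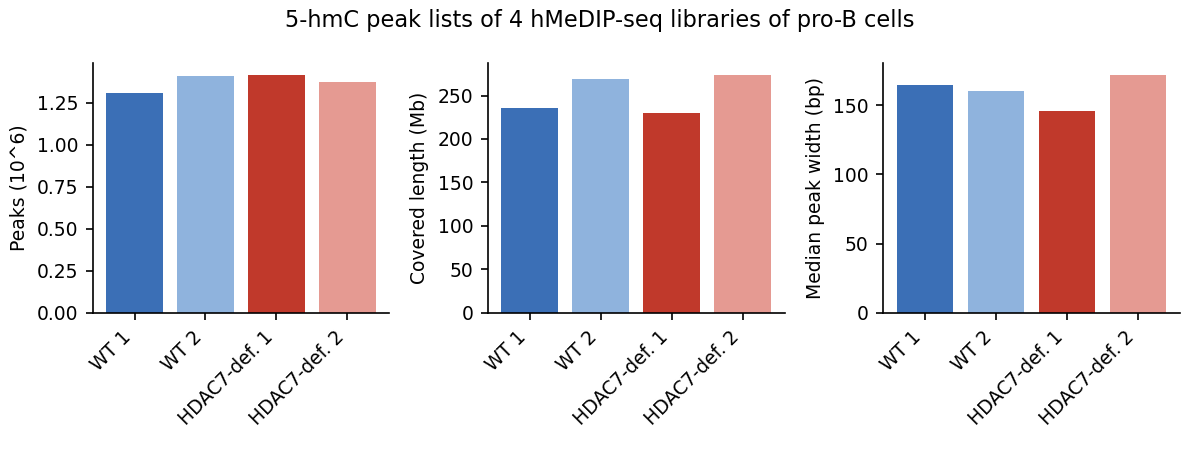
Number of peaks, covered length in Mb and median peak width in bp, each bar 1 library (WT, wild-type; HDAC7-def., HDAC7-deficient). The HDAC7-deficient replicates have the lowest and the highest covered length of the 4 libraries.

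Peak density per chromosome was nearly even across libraries on chromosomes 1 to 13, while on chromosomes 14 to 19 HDAC7-deficient replicate 2 differed from the other libraries, and on chromosome X both HDAC7-deficient libraries differed from the wild-type ones, in opposite directions. Relative to its own density on chromosomes 1 to 13, HDAC7-deficient replicate 2 had a density on chromosome X of 0.992, against 0.662 and 0.660 in wild-type replicates 1 and 2 and 0.516 in HDAC7-deficient replicate 1. On chromosomes 14 to 19 its density was on average 1.12 times that of the other libraries, and on chromosomes 1 to 13 it was 1.000 times.

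**Figure D2:**
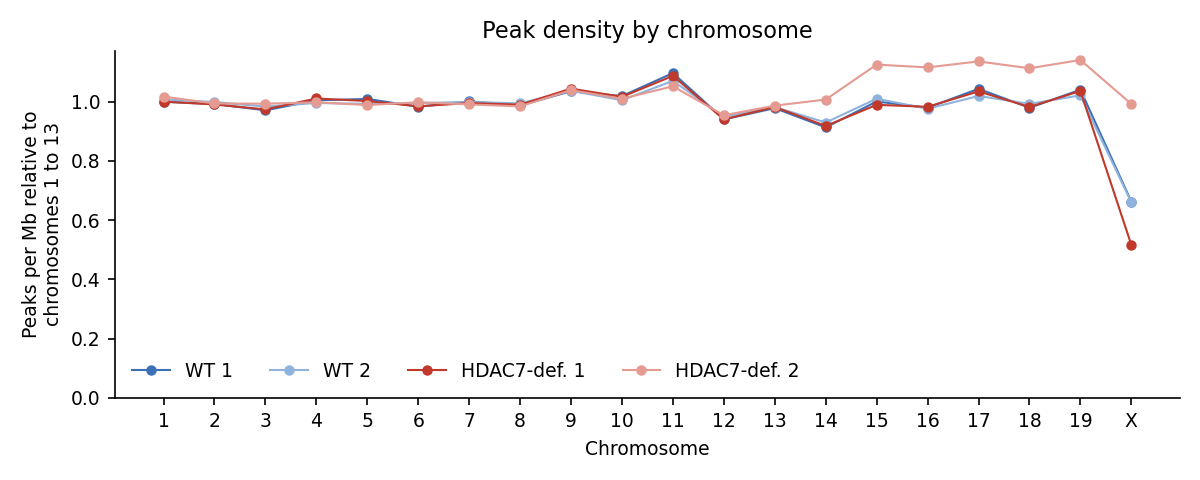
Peaks per Mb of each chromosome divided by the library's density on chromosomes 1 to 13, each line 1 library (WT, wild-type; HDAC7-def., HDAC7-deficient). HDAC7-deficient replicate 2 lies above the other 3 libraries from chromosome 14 on and on chromosome X.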

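Each peak was assigned by its midpoint to promoters (from 1000 bp upstream to 100 bp downstream of a transcription start site), then exons, then introns, then intergenic sequence. Intergenic peaks made up 49.9% and 50.4% of the wild-type lists and 50.3% and 51.3% of the HDAC7-deficient lists. The difference between genotypes was 0.610 percentage points, within its propagated SD of 0.789. Introns held 42.3% and 41.8% of wild-type peaks and 42.0% and 41.3% of HDAC7-deficient peaks. Exons held between 3.69% and 3.94% of the peaks of a library, and promoters between 3.70% and 4.06%. Peaks placed at random on their own chromosome (the mean of 5 shuffles) fell into intergenic sequence in 50.8% to 51.3% of cases, into introns in 40.9% to 41.2%, into exons in 4.17% to 4.24% and into promoters in 3.64% to 3.69%. No table of repeat classes was used here, so LINE-1 elements could not be told from other repeats, and the soft-masked part of the genome served for all repeats together. Soft-masked bases made up 40.9% and 36.1% of peak bases in wild-type replicates 1 and 2 and 39.7% and 36.3% in HDAC7-deficient replicates 1 and 2, against 33.9% to 34.4% in shuffled peaks. The genotypes differed by -0.509 percentage points, with a propagated SD of 4.14. Both libraries numbered 1 had a higher share than both libraries numbered 2, so this SD too includes a difference that runs with the replicate number.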

The genomic distribution of the peaks did not differ significantly between the two genotypes, with most peaks located in intergenic and intronic regions as well as within LINE-1 elements (Figure 4B). Further, we found differential peaks in 5-hmC enrichment: HDAC7-deficient pro-B cells had an increase of ∼13 000, and a decrease in ∼15 800, 5-hmC peaks, as compared to wild-type B cells. 

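Merging the 4 lists gave 2588824 regions with a median width of 185 bp. Of these, 324240 regions (12.5%) had a peak in all 4 libraries and 52.7% had a peak in 1 library alone. In the HDAC7-deficient libraries 75493 regions (2.92%) were gained and 62255 (2.40%) were lost. These counts rest on presence and absence of peaks and carry no p-value per region, unlike a test on read counts. Among the settings that kept all 4 libraries, requiring an overlap of 50% of the shorter peak moved both counts most, to 120226 gained and 94105 lost. This rule counted peaks of replicate 1 of a genotype that met a peak of its replicate 2, not merged regions. It also took a smaller overlap with the other genotype as absence, so its counts are another quantity. The gained regions exceeded the lost ones 1.21 times over the whole genome, 1.13 times on chromosomes 1 to 13 and 1.44 times on chromosomes 14 to 19, where HDAC7-deficient replicate 2 had a raised peak density. With peaks at least 200 bp wide, which changed the gained count by the largest factor, the order was reversed, with 44998 regions gained and 45597 lost.

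Each of the other pairs of libraries also had regions of its own. The libraries numbered 1 of both genotypes shared 114637 regions found in neither other library, and the libraries numbered 2 shared 88812. The pair of wild-type replicate 2 and HDAC7-deficient replicate 1 had 70722 such regions, and the pair of wild-type replicate 1 and HDAC7-deficient replicate 2 had 66889. The Jaccard index, the number of bases under peaks of both libraries over the bases under peaks of either, was 0.229 between the wild-type libraries and 0.262 between the HDAC7-deficient libraries. Between genotypes it was 0.332 and 0.270 for wild-type replicate 1 with HDAC7-deficient replicates 1 and 2, and 0.223 and 0.226 for wild-type replicate 2 with the same libraries. The mean within a genotype was 0.935 times the mean between genotypes, with a propagated SD of 0.201. Shuffled peaks gave indices of 0.0459 to 0.0528.

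The 3 widest gained regions lay on chromosome 17 from 39845788 to 39849268 (GRCm38), over the annotated genes Gm42418, Gm26917, AY036118 and CT010467.1, on chromosome 2 from 129436729 to 129439103, outside genes, and on an unplaced contig. On chromosome 17 the peak of HDAC7-deficient replicate 2 was 3481 bp wide and the widest of HDAC7-deficient replicate 1 was 118 bp. On the contig these widths were 2207 and 411 bp. Outside chromosomes 1 to 13 HDAC7-deficient replicate 2 had 51 peaks wider than 2500 bp, against 1, 0 and 1 in the others. The rank by width of the regions on chromosome 17 and the contig thus rests on that library and may come from its processing. On chromosome 2 the widest peaks were 2260 bp in HDAC7-deficient replicate 1 and 1280 bp in replicate 2. The 3 widest lost regions lay on chromosome 11 from 32801821 to 32803172, outside genes, and on chromosome 5 from 125360554 to 125361783, over Gm40323, and from 60751177 to 60752392, outside genes. The paper states from its differential analysis that 5-hmC peaks rose at some sites and fell at others in HDAC7-deficient pro-B cells.

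**Figure D3:**
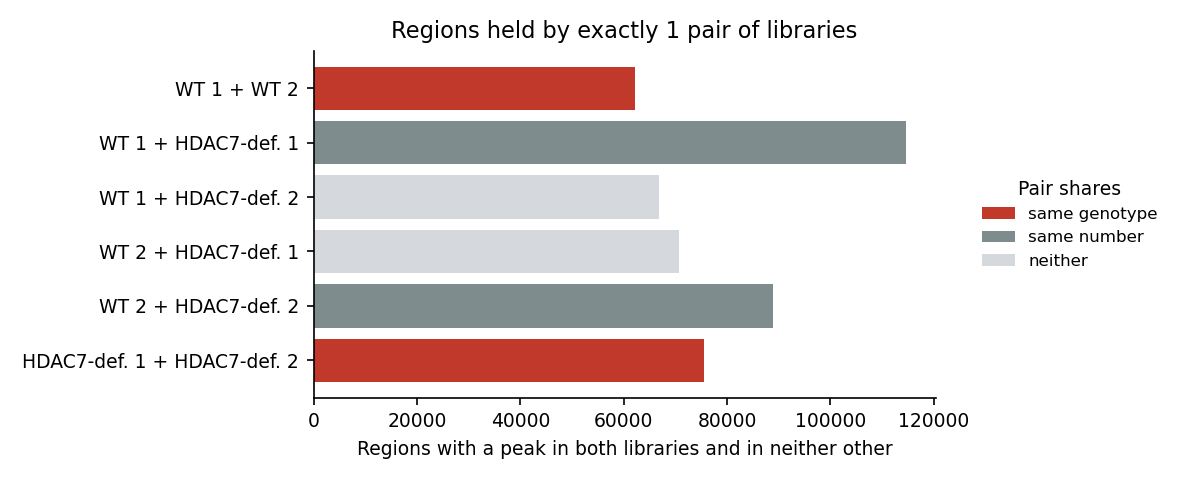
Number of merged regions with a peak in both libraries of a pair and in neither of the other 2, for the 6 pairs of libraries (WT, wild-type; HDAC7-def., HDAC7-deficient), coloured by what the pair shares. The bar of the HDAC7-deficient pair is the 75493 gained regions and that of the wild-type pair the 62255 lost regions, and both pairs that share a replicate number have longer bars.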

Next, we performed an integrative analysis of the ATAC-seq and hMeDIP-seq data obtained. In particular, we overlapped the genes presenting a more open chromatin with the genes associated with higher 5-hmC enrichment in the HDAC7-deficient pro-B cells. We found that around 40% of genes with a more accessible chromatin harbored increased 5-hmC, indicating that HDAC7 may regulate a proper DNA compaction to avoid aberrant deposition of this epigenetic mark (Figure 4C). 

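*Jun* (ENSMUSG00000052684) lies on the minus strand of chromosome 4 from 95049034 to 95052222 (GRCm38). Over the gene and 2000 bp on each side, wild-type replicates 1 and 2 had 2 and 1 peaks and HDAC7-deficient replicates 1 and 2 had 6 and 2 peaks, so HDAC7-deficient replicate 2 and wild-type replicate 1 were level. The peaks covered 166 and 229 bp in the wild-type libraries and 549 and 492 bp in the HDAC7-deficient libraries. Within the gene itself wild-type replicate 1 had a single peak of 17 bp and wild-type replicate 2 had none. HDAC7-deficient replicate 1 had 4 peaks there that covered 422 bp, and HDAC7-deficient replicate 2 had 1 peak of 433 bp from 95049978 to 95050410. That peak spans the 17-bp peak of wild-type replicate 1, so the region was not counted as gained. The gap of 263 bp between the lower HDAC7-deficient and the higher wild-type value was compared with 1260 other protein-coding genes whose length was within 25% of that of *Jun*, a comparison chosen after the values were seen. A gap as large in the same direction was found in 2.54% of them, and one as large in the opposite direction in 4.21%. Within 10 kb of the gene there were 9 and 12 peaks in wild-type and 18 and 16 in HDAC7-deficient libraries, so both were higher by this measure, while the covered length was 1441 and 2779 bp against 2959 and 2539 bp. With peaks at least 200 bp wide, 0 and 1 peaks were left within 2000 bp in the wild-type libraries and 1 in each HDAC7-deficient library.

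**Figure D4:**
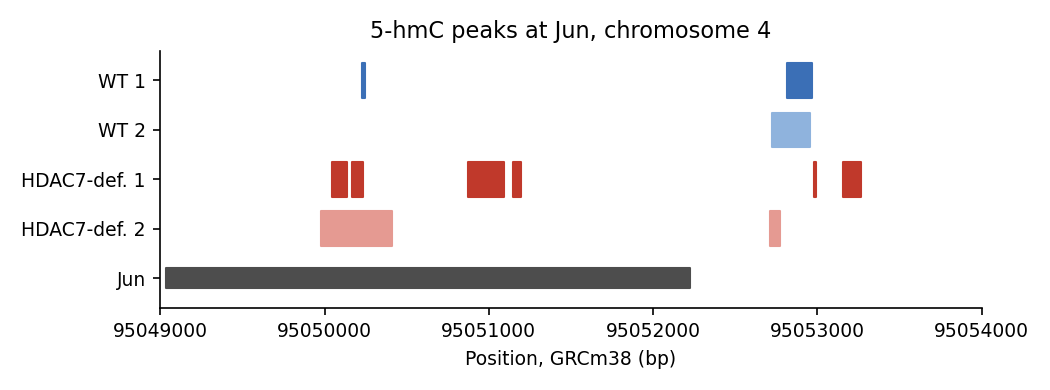
Peaks of the 4 libraries over Jun and its 5′ flank on chromosome 4 (GRCm38), each box 1 peak drawn to scale, with the gene as a grey bar (WT, wild-type; HDAC7-def., HDAC7-deficient). Both HDAC7-deficient libraries have peaks near 95050046, where wild-type replicate 1 has a peak of 17 bp and wild-type replicate 2 has none.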

Focusing on alterations in potential lineage-inappropriate genes, we observed an increase in the enrichment of 5-hmC at the *Jun* gene in HDAC7-deficient pro-B cells as compared to wild-type cells, indicating that *Jun* may be aberrantly overexpressed in the absence of HDAC7 (Figure 4D). Indeed, RNA-seq data showed a higher expression of *Jun* in HDAC7-deficient pro-B and pre-B cells as compared to wild-type pro-B cells (Figure 4D). This correlated with a more open chromatin of the *Jun* gene in the absence of HDAC7 in both cell types (Figure 4D). 

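*Fosb* (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051, minus strand, GRCm38) had, with 2000 bp on each side, 14 and 11 peaks in wild-type replicates 1 and 2 and 9 and 14 in HDAC7-deficient replicates 1 and 2. The peaks covered 2166 and 1289 bp in wild-type and 2083 and 1944 bp in HDAC7-deficient libraries. For neither measure were both HDAC7-deficient libraries above or below both wild-type libraries at this distance. Within 10 kb there were 26 and 21 peaks in wild-type and 28 in each HDAC7-deficient library, so both were higher by this measure, while the covered length was 4946 and 2827 bp against 4959 and 3755 bp. With peaks at least 200 bp wide, a setting added after the data had been seen, there were 3 peaks in each wild-type library and 4 and 5 in the HDAC7-deficient libraries, again both higher. These wide peaks covered 1205 and 796 bp in wild-type and 1572 and 1412 bp in HDAC7-deficient libraries, so both were higher in covered length too. In the gene body alone, with peaks of any width, there were 11 and 10 peaks against 5 and 10.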

Similar results were observed for the *Fosb* gene (Supplementary Figure S4B). The results from hMeDIP-seq and RNA-seq were confirmed by hMeDIP-qPCR and RT-qPCR experiments (Figure 4E, F, and Supplementary Figure S4C). Upregulation of additional lineage inappropriate genes, *Cd69* and *Itgb2*, in HDAC7-deficient pro-B and pre-B cells is shown in Supplementary Figure S4D. Importantly, we found increased TET2 recruitment to the *Jun* gene loci identified in the hMeDIP-seq analysis, as well as to further myeloid gene promoters (*Fosl2*, *Ahnak* and *Itgb2*), in HDAC7-deficient pro-B cells (Figure 4G and Supplementary Figure S4E).

**Figure 4.**
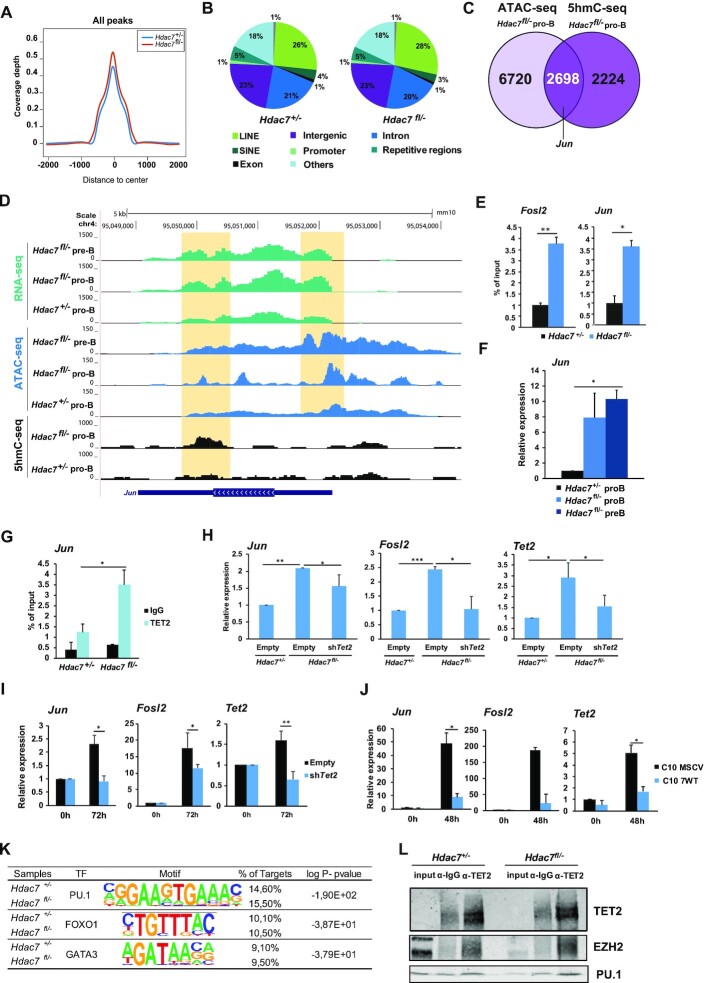
HDAC7 deficiency results in increased recruitment of TET2 and altered 5-hmC enrichment at B cell lineage inappropriate genes. (**A**) 5-hmC coverage depth (per base pair per peak per 10 million mapped reads) of 5-hmC peaks (−2 kb to +2 kb) in control and HDAC7-deficient pro-B cells. (**B**) Genomic distribution of 5-hmC enrichment in *Hdac7^+/–^* and *Hdac7^fl/–^* pro-B cells. (**C**) Venn Diagram comparing enriched peaks associated genes in ATAC-seq from *Hdac7^fl/−^* pro-B cells and 5hmC enriched genes in hMeDIP-seq in *Hdac7^fl/−^* pro-B cells compared to control cells. (**D**) Genome browser snapshot of the *Jun* gene showing signal for 5-hmC from hMeDIP-seq, ATAC-seq and RNA-seq data in wild-type or HDAC7-deficient pro-B and pre-B cells. The peak locations are indicated in the orange-shaded rectangles. Orange shadows indicate *Jun* gene regions with differential peaks. (**E**) 5hmC-qPCR experiments showing the enrichment of 5-hmC in wild-type or HDAC7-deficient pro-B cells in the *Fosl2* and *Jun* genes. (**F**) Analysis by RT-qPCR of *Jun* mRNA levels in control or HDAC7-deficient pro-B cells and pre-B cells. (**G**) Analysis of TET2 recruitment at the *Jun* gene by ChIP-qPCR in control and HDAC7-deficient pro-B cells. (**H**) *Ex vivo* shCtrl and shTet2 retroviral infection in B cells from HDAC7-deficient mice. As control, wild-type B cells were transduced with shCtrl vector. Cells were infected with sh*Tet2* and expression levels of target genes were analyzed by RT-qPCR 72h after retroviral infection. (**I**) *In vitro* shTet2 infection of C11 pre-B cells. Cells were infected with shCtrl or shTet2 and then treated with β-estradiol to induce trans-differentiation to macrophages. Expression levels of target genes were analyzed after 72 h of transdifferentiation (**J**) C10 pre-B cells expressing empty plasmid (MSCV) and HDAC7-expressing plasmid (7WT) were treated with β-estradiol to induce transdifferentiation to macrophages. Expression levels of target genes were analyzed after 48 h of transdifferentiation. (**K**) The most relevant TF binding motifs in wild-type or HDAC7-deficient pro-B cells, based on their enrichment in 5-hmC using the HOMER database of known motifs. (**L**) Co-immunoprecipitation assays performed in *Hdac7^+/–^* and *Hdac7^fl/–^* CD19^+^ B cells. Protein extracts were immunoprecipitated using an anti-TET2 antibody, using IgG as a negative control and total protein extract as input. Data in (E, F) are represented as mean ± SEM of *n* = 4. Data in (G–J) are represented as mean ± SEM of *n* = 3. *P < 0.05, **P < 0.01, ***P < 0.001 unpaired *t* test.

To definitively prove the functionality of HDAC7–TET2 axis, we performed rescue analysis (gain and loss of function) using three different experimental approaches. A graphical scheme depicting the three experimental approaches is shown in Supplementary Figure S4F. First, we transduced purified B cells from bone marrow of wild-type and HDAC7-deficient mice with a retroviral vector for specific shRNA against *Tet2* (shTet2) and compared them to counterpart cells transduced with control retroviral vector (shCtrl). We found that knocking down *Tet2* prevented the upregulation of *Jun* and *Fosl2* in HDAC7 deficient B cells (Figure 4H). Therefore, as a second approach, we took advantage of the HAFTL murine pre-B cell line engineered to transdifferentiate into functional macrophages by addition of β-estradiol (C11 cells) and previously reported in (29). Similarly to the case of C10 cells, HDAC7 and TET2 become downregulated and upregulated during cellular conversion, respectively. C11 were transduced with shCtrl or shTet2 retroviral vectors and sorted GFP-positive cells were later induced to macrophage transdifferentiation by the addition of β-estradiol, in order to achieve double HDAC7 and TET2 deficiency (Figure 4I). RT-qPCR assays showed that *Jun* and *Fosl2* were upregulated after cellular conversion, concomitant to HDAC7 downregulation. Importantly, *Tet2* knockdown resulted in a significant block of both inappropriate genes induction (Figure 4I). And third, we determined the expression of *Jun* and *Fosl2* in C10 samples from Figure 2H similarly to the case of C11 cells, *Jun* and *Fosl2* were upregulated during the conversion of pre-B cells into macrophages. Importantly, HDAC7 exogenous expression blocked their increased expression (Figure 4J). These data demonstrate that the HDAC7–TET2 axis is involved in the proper control of the expression of lineage inappropriate genes in B cells.

Finally, we performed a motif enrichment analysis to determine whether HDAC7 deficiency produces an alteration in chromatin positioning that could lead to changes in TF occupancy. Although we found no differences associated with HDAC7, we did note enrichment of relevant TFs in the hematopoietic system, such as PU.1 (Figure 4K), which has been previously reported to interact with TET2 (51,52). 

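Peaks were searched on both strands for the consensus of each of 3 motifs read by eye from the logos of Fig. 4K. The composite PU.1-IRF motif, CGGAAGTGAAAC, is long and its exact form was rare, in 7 and 8 peaks of the wild-type and 9 and 8 peaks of the HDAC7-deficient lists. With 1 mismatch allowed it was found in 580 and 577 wild-type peaks and in 569 and 663 HDAC7-deficient peaks. These were 1.36 and 1.15 times the numbers in shuffled peaks for wild-type replicates 1 and 2, and 1.33 and 1.29 times for HDAC7-deficient replicates 1 and 2. As a share of all peaks, the 1-mismatch form was 1.04 times as frequent in HDAC7-deficient as in wild-type libraries, with a propagated SD of 0.148. The FOXO1 consensus, CTGTTTAC, occurred 0.885 and 1.04 times as often as in shuffled peaks in the wild-type libraries and 0.925 and 1.08 times in the HDAC7-deficient libraries, so in this exact form the replicates of each genotype lay on both sides of the shuffled value. With 1 mismatch it was below shuffled peaks in all 4 libraries, 0.897 to 0.986 times. In both forms the libraries numbered 2 had higher values than the libraries numbered 1. The GATA3 consensus, AGATAASR, occurred 1.11 and 1.09 times as often as in shuffled peaks in the wild-type libraries and 1.12 times in each HDAC7-deficient library. Between the genotypes the share of peaks with the FOXO1 consensus had a ratio of 1.01 ± 0.293 (SD) and that with the GATA3 consensus 0.991 ± 0.151 (SD).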

The occupancy of PU.1 under both conditions is consistent with its relevance in both lymphoid and myeloid lineages. Accordingly, we corroborated that TET2 interacts with PU.1 in HDAC7-deficient B cells, as well as in wild-type B cells. As expected, EZH2 (a known TET2 partner) was also identified as an interactor (Figure 4L). Together, our results demonstrate an essential role of HDAC7 in silencing B cell-inappropriate genes by its regulation of TET2 expression and, consequently, of the DNA 5-hmC levels.

### HDAC7 directs 5-hmC and expression of specific miRNA in pro-B cells

Further examination of our hMeDIP-seq data revealed that the coverage depth of 5-hmC peaks at miRNAs in HDAC7-deficient pro-B cells was higher than in control pro-B cells (Figure 5A). Additionally, integrative analysis with our ATAC-seq obtained data demonstrated that more than 50% of miRNA-related peaks that are enriched in 5-hmC mark in the absence of HDAC7, are also located in open chromatin regions (Figure 5B). 

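The annotation holds 2202 miRNA genes. A peak overlapped 224 and 253 of them in wild-type replicates 1 and 2 and 223 and 237 in HDAC7-deficient replicates 1 and 2, a mean of 238.5 ± 20.5 (SD, n = 2) against 230.0 ± 9.90 (SD, n = 2). Both HDAC7-deficient and neither wild-type library had a peak at 22 miRNA genes, and both wild-type and neither HDAC7-deficient library at 19. Within 2000 bp of a miRNA gene, the distance that Fig. 5A shows, 1820 and 1842 of the genes had a peak in the wild-type libraries and 1853 and 1832 in the HDAC7-deficient libraries. The peaks in these windows covered 805831 and 903732 bp in wild-type and 774860 and 860643 bp in HDAC7-deficient libraries. Coverage depth was not measured, since it needs the reads.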

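The sequence of miR-125b is encoded by a pair of genes. Around Mir125b-2 (ENSMUSG00000065472, chromosome 16 from 77646273 to 77646343, GRCm38), the wild-type replicates had 3 and 1 peaks within 2000 bp and each HDAC7-deficient replicate had 1. These peaks covered 810 and 678 bp in wild-type and 145 and 257 bp in HDAC7-deficient libraries. In the window that Fig. 5C shows, no library had a peak. Around Mir125b-1 (ENSMUSG00000093354, chromosome 9 from 41581926 to 41582002), there were 3 and 1 peaks in wild-type and 2 and 0 in HDAC7-deficient libraries. Near Mir34a (ENSMUSG00000065493, chromosome 4 from 150068454 to 150068555), there were 2 and 3 peaks in wild-type and 5 and 1 in HDAC7-deficient libraries, covering 510 and 289 bp against 605 and 417 bp. On chromosome 16 the peak density of HDAC7-deficient replicate 2 was raised as a whole, 1.14 times the mean of the other libraries.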

In fact, we found that several miRNAs involved in leukemia and lymphoma, as well as in myeloid differentiation, such as miR-125b and miR34a, were more enriched in 5-hmC and located in more open chromatin regions in pro-B cells from *Hdac7^fl/–^* mice (53) (see an example of miR125b in Figure 5C). Using ChIP-qPCR, we found that TET2 recruitment increased at both miR125b- and miR34a-associated loci, which correlated to the enhanced 5-hmC enrichment in HDAC7-deficient pro-B cells (Figure 5D). Additionally, GSEA analysis of our RNA-seq data confirmed that gene sets related to miR-34a and miR-125b functions were more expressed upon HDAC7 deficiency (Figure 5E). To examine a potential connection between changes in 5-hmC and chromatin condensation and HDAC7-mediated control of miRNA expression, we performed a miRNA profiling using a qPCR-based panel containing over 375 miRNAs (miRCURY LNA™ microRNA Array [Exiqon]) in wild-type or HDAC7-deficient pro-B cells (Figure 5F and Supplementary Table S2). We found 25 miRNAs whose levels of expression differed significantly between wild-type and HDAC7-deficient pro-B cells, which correlated with differential 5hmC enrichment and chromatin state. miRNAs that were up-regulated and 5hmC-enriched under HDAC7-deficient conditions included miR-125b-5p, miR-126, miR-29b, miR-34a and miR-99a (Figure 5F and Supplementary Figure S5A). 

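Beyond miR-125b and miR-34a, the genes of the miRNAs named as rising with 5-hmC were examined in the peak lists within 2000 bp on each side. Mir126a had 1 and 2 peaks in wild-type replicates 1 and 2 and 4 and 1 in HDAC7-deficient replicates 1 and 2. Mir99a had 1 and 0 peaks in wild-type and 1 and 2 in HDAC7-deficient libraries. Mir29b-1 (chromosome 6 from 31063023 to 31063093, GRCm38) had 4 and 3 peaks in wild-type and 0 and 1 in HDAC7-deficient libraries, and Mir29b-2 had 3 and 4 against 3 and 3. Counted together with both miR-125b genes and Mir34a, 0 of the 7 miRNA genes had more peaks in both HDAC7-deficient than in both wild-type libraries, and 1, Mir29b-1, had fewer. Chance without ties gives a share of 0.167 of genes each way, and ties lower it. Counts this small therefore do not decide the paper's statement, which rests on enrichment and not on the number of peaks. Within 10 kb the mean difference at Mir29b-1 was 0.5 peaks in the other direction.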

On the contrary, B-cell related miRNAs that were down-regulated upon HDAC7 deficiency, such as miR-150a and miR-181a, also presented decreased 5hmC enrichment and more closed chromatin state (Figure 5F and Supplementary Figure S5B). 

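Mir150 (chromosome 7 from 45121757 to 45121821, GRCm38) had 1 and 4 peaks within 2000 bp in wild-type replicates 1 and 2 and 3 in each HDAC7-deficient replicate. The peaks near Mir181a-1 numbered 3 in each wild-type library and 5 and 1 in the HDAC7-deficient libraries, and covered 368 and 245 bp against 651 and 463 bp. Mir181a-2 (chromosome 2 from 38852735 to 38852810) had 1 and 0 peaks in wild-type and 2 and 3 in HDAC7-deficient libraries, which covered 278 and 0 bp against 348 and 327 bp. Of these 3 miRNA genes, 0 had fewer peaks in both HDAC7-deficient libraries than in both wild-type libraries, and 1, Mir181a-2, had more. With a share of 0.167 each way by chance, so few genes do not decide the paper's statement on enrichment. Within 10 kb the 3 genes went different ways. Mir181a-1 had 15 and 12 peaks in wild-type and 11 and 6 in HDAC7-deficient libraries, so both were lower, Mir150 had 14 and 13 against 18 and 14, and at Mir181a-2 the mean difference was -0.5 peaks.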

The differential expression observed in HDAC7-deficient pro-B cells of several miRNAs involved in the hematopoietic system or related disorders were validated by RT-qPCR (Figure 5G). Thus, aberrant microRNAs (such as miR-125b and miR-34a) were upregulated, while B cell–specific miRNAs (such as miR-28a, miR150, miR-142 and miR181a) were downregulated in HDAC7-deficient pro-B cells. Finally, we tested whether targets of these miRNAs are altered as a consequence of HDAC7 deficiency. On one hand, we observed that protein levels of MYB, target of miR-142 and miR-150, were increased in *Hdac7^fl/−^* cells (Figure 5H). On the other hand, we found decreased expression of PUMA and IRF4, both targets of miR-125b, upon HDAC7 deficiency (Figure 5I). Globally, our data indicate that, through the regulation of *Tet2*, HDAC7 controls the expression levels of crucial miRNAs of the immune system.

**Figure 5.**
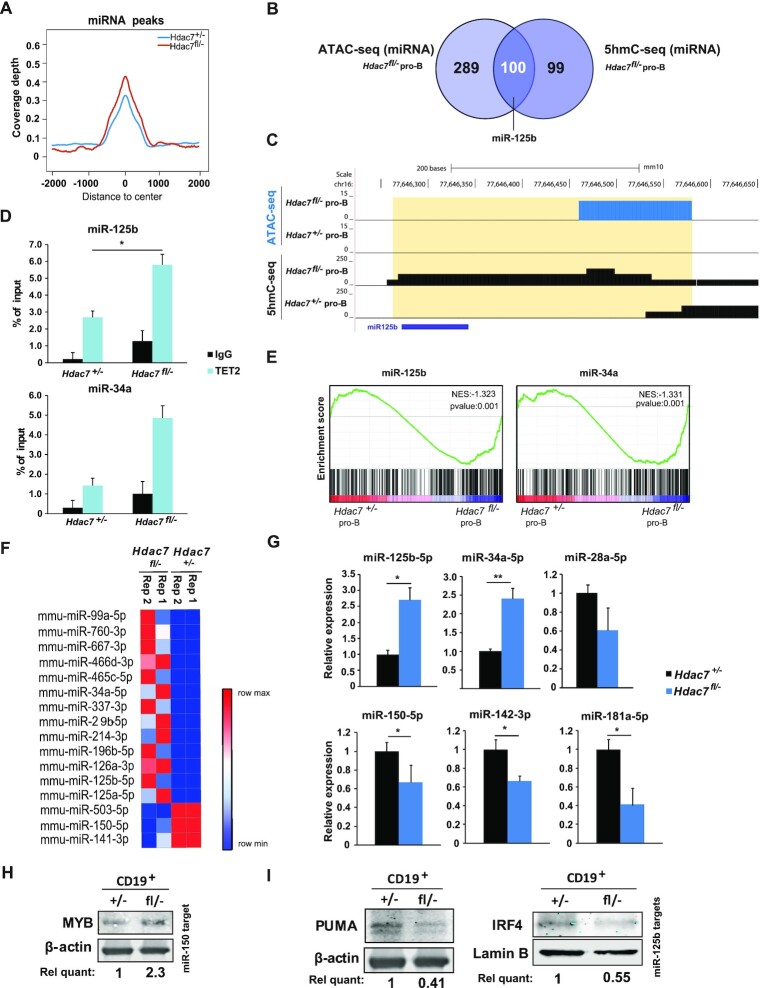
HDAC7 directs B cell–specific miRNA hydroxymethylation and expression patterns. (**A**) 5-hmC coverage depth (per base pair per peak per 10 million mapped reads) of 5hmC peaks located in microRNAs (−2 kb to +2 kb) from control or HDAC7-deficient pro-B cells. (**B**) Venn diagram comparing miRNA-related enriched peaks in ATAC-seq from *Hdac7^fl/−^* pro-B cells and miRNA-related peaks enriched in 5hmC-seq (or hMeDIP-seq) in *Hdac7^fl/−^* pro-B cells compared to control cells. (**C**) Example of 5-hmC and open chromatin enriched peaks at miR-125b from hMeDIP-seq and ATAC-seq experiments. (**D**) ChIP-qPCR analysis of TET2 recruitment to hydroxymethylated miRNAs in HDAC7-deficient pro-B cells. (**E**) GSEA analysis showing gene sets related to miR-34a and miR-125b functions, comparing HDAC7-deficient pro-B cells to control pro-B cells. miR-125B and miR-34a datasets were retrieved from www.gsea-msigdb.org. (**F**) Heat map of the differential expression of miRNAs for two HDAC7-deficient vs. wild-type replicates. Only miRNAs with a FC > 2 or FC < 0.5 2 from the miRCURY LNA™ Universal RT panel were selected. See also Supplementary Table S2. (**G**) RT-qPCR analysis of selected microRNAs from the miRCURY LNA™ Universal RT panel in HDAC7-deficient and control pro-B cells. The levels of U6 RNA were used for normalization. (**H**) Protein levels of miR-150 and miR-142 target MYB were assessed by western blot assays in control and HDAC7-deficient CD19^+^ cells. (**I**) Protein levels of miR-125b targets PUMA (left panel) and IRF4 (right panel) were assessed by western blot assays in control and HDAC7-deficient CD19^+^ cells. Using β-actin or Lamin-B as housekeepings, relative quantification of protein levels in G and H was performed with ImageJ software and is indicated below each panel. Data in (G) is represented as mean ± SEM of *n* = 3. *P < 0.05, **P < 0.01, unpaired *t* test.

### HDAC7 regulates 5-hmC levels and expression of LINE-1 elements

Our hMeDIP-seq approach also revealed that, according to the average signal from all the peaks obtained, the signal intensity of 5-hmC peaks associated with LINE-1 elements in HDAC7-deficient pro-B cells was higher than in their wild-type counterparts (Figure 6A). 

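The lists hold no signal intensity, so the number of peaks in LINE-1-like sequence was counted in its place. With no table of repeat classes, sequences like the second open reading frame of LINE-1 (ORF2, which encodes the reverse transcriptase) were taken as open reading frames of at least 3600 nucleotides, at least 95% soft-masked, that encode the peptide FADDM of the reverse transcriptase. This definition was made after the lists had been examined. It gave 3486 frames with a median length of 3900 nucleotides and 13569462 bases in all. Wild-type replicates 1 and 2 had 113 and 228 peaks in these frames, and HDAC7-deficient replicates 1 and 2 had 109 and 161. The ratio of the means was 0.792 ± 0.435 (SD), so no difference in these frames beyond the spread between replicates was found. The frames are a part of LINE-1 sequence and leave out the 2000 bp on each side that Fig. 6A shows. Of their 50-mers, 3.02% occurred once among all the frames. Differences between near-identical copies may be out of reach of the lists, so this count does not decide the paper's statement on signal. Shuffled peaks met the same frames 6967 to 7630 times per library, and the observed numbers were 0.0145 to 0.0299 times these. Peaks covered between 0.0861% and 0.261% of the bases of the frames.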

Gene ontology analysis of genes located in regions associated to LINE-1 elements revealed that 5-hmC enriched genes in *Hdac7^fl/^^−^* pro-B cells were more associated to gene activation and cell proliferation, whereas down-regulated LINE-1-related genes were involved in negative regulation of cell proliferation and cell differentiation (Figure 6B). In addition, we found that specific LINE-1-related loci were more susceptible to MNAse treatment in HDAC7-deficient B cells than wild-type cells and, therefore, more predisposed for aberrant upregulation (Figure 6C). Accordingly, we found that >50% of LINE-1 related peaks (associated 514 to genes) with 5-hmC enrichment were located in more open chromatin regions (Figure 6D). Hence, HDAC7 depletion was correlated with increased chromatin accessibility and enhanced or uncontrolled gene activation in LINE-1 associated loci (see examples in Figure 6E and Supplementary Figure S6A). 

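The shaded interval of Fig. 6E, 151 bp on chromosome 10 of GRCm38, had a peak in both HDAC7-deficient libraries and in neither wild-type library. HDAC7-deficient replicate 1 had a peak from 44609288 to 44609520, and HDAC7-deficient replicate 2 one from 44609172 to 44609869. Within 2000 bp of the interval there were 3 and 1 peaks in wild-type replicates 1 and 2 and 5 and 1 in HDAC7-deficient replicates 1 and 2. The interval lies in the annotated gene Gm35154, and the nearest protein-coding gene, Prdm1, is 80847 bp away. Its GC content was 45.0%, with 2 CpG dinucleotides. The interval had 0 soft-masked bases, the nearest soft-masked base was 74 bp away, and a blastn search of the genome with its sequence returned 1 hit at an E-value limit of 0.001, the interval itself.

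**Figure D5:**
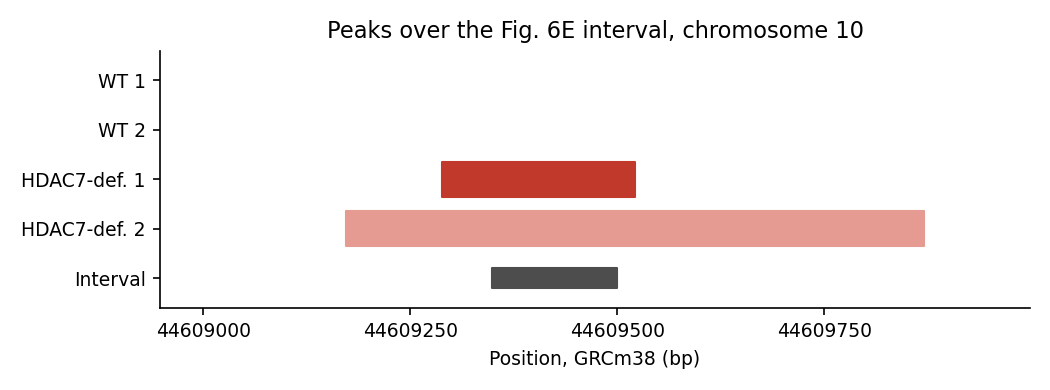
Peaks of the 4 libraries that overlap the shaded interval of Fig. 6E on chromosome 10 (GRCm38), each box 1 peak drawn to scale. The interval is a grey bar (WT, wild-type, and HDAC7-def., HDAC7-deficient). Peaks beside the interval that do not overlap it were not drawn in any row. The peaks of HDAC7-deficient replicates 1 and 2, 233 and 698 bp wide, span the interval. The wild-type rows are empty because no wild-type peak overlaps the interval itself.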

Aberrant expression of LINE-1 elements is associated with genome instability. Accordingly, GSEA analysis of our RNA-seq data showed that the gene signatures in HDAC7-deficient pro-B or pre-B cells were associated to impaired DNA repair mechanisms (Figure 6F), suggesting a potential increase of genomic instability in the absence of HDAC7 that could correlate with LINE-1 aberrant expression. In fact, genes included in DNA repair geneset (form GSEA) that were down-regulated in HDAC7-deficient pro-B cells were related to DNA damage response and DNA repair abilities (Supplementary Figure S6B, C), supporting the potential affection of DNA repair capacity upon HDAC7 deficiency. Regions with differential 5-hmC peaks were validated by hMeDIP-qPCR assays, confirming that the absence of HDAC7 from pro-B cells resulted in higher levels of 5-hmC in LINE-1 elements (Figure 6G). Moreover, we observed a significant increase in the expression of LINE-1 transcripts from the most active families in HDAC7-deficient pro-B cells (Figure 6H), reinforcing the correlation between 5-hmC enrichment and gene activation. Previously published data revealed that TET1 and TET2 are recruited to the 5′ UTR of young LINE-1 elements in embryonic stem cells (54). We confirmed by ChIP-qPCR that TET2 was recruited to LINE-1 elements with enhanced 5-hmC in HDAC7-deficient pro-B cells; TET2 recruitment to the *Spi1* promoter was used as a positive control (Figure 6I). Finally, using samples from the gain and loss of function experimental approaches shown in Figure 4H–J, we further demonstrated that HDAC7-mediated LINE-1 regulation depends on *Tet2* expression (Figure 6J-L). Overall, our data indicated that HDAC7 plays a role in preserving the chromatin state and genome integrity in B cells by restricting the expression levels of TET2, which consequently leads to the maintenance of physiological levels of 5-hmC at retrotransposon elements.

**Figure 6.**
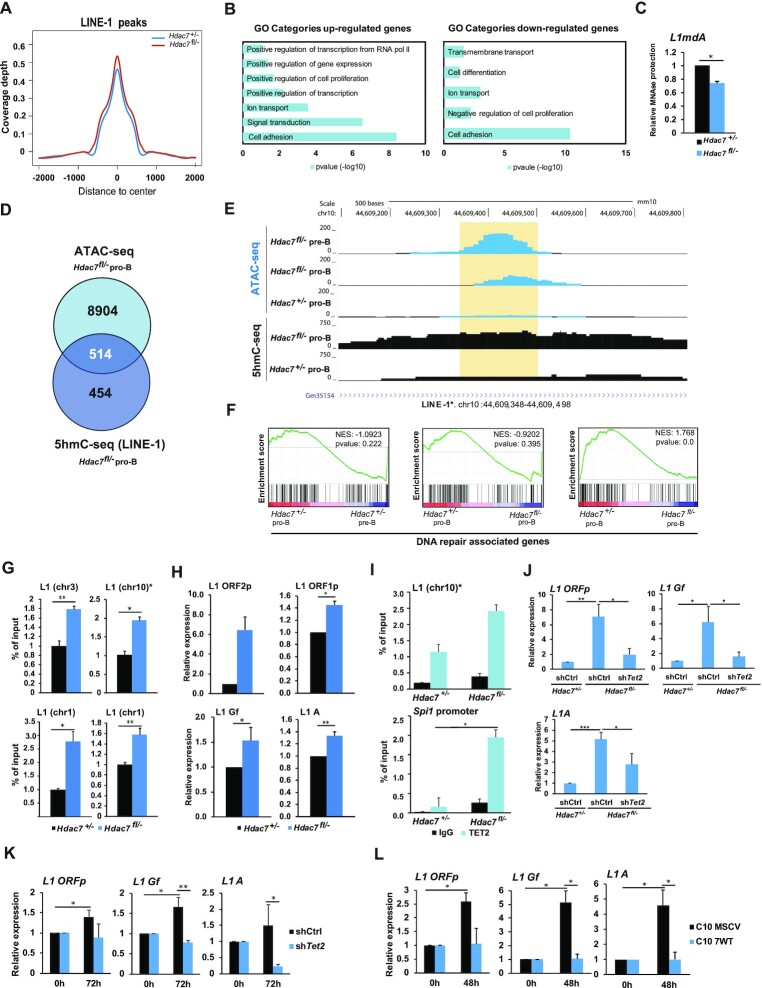
HDAC7 regulates 5-hydroxymethylation levels of transposable LINE-1 elements. (**A**) 5-hmC coverage depth (per base pair per peak per 10 million mapped reads) of 5-hmC peaks located in LINE-1 elements (−2 kb to +2 kb) in wild-type or HDAC7-deficient pro-B cells. (**B**) Gene Ontology (GO) enrichment analysis of genes associated to up-regulated (left panel) and down-regulated (right panel) regions in HDAC7-deficient pro-B cells respect to control pro-B cells in hMeDIP-seq shown in (A). (**C**) RT-qPCR showing protection of MNase-digested DNA at the 5min time point in wild-type or HDAC7-deficient B cells. (**D**) Venn diagram comparing enriched peaks associated genes in ATAC-seq from *Hdac7^fl/−^* pro-B cells and LINE-1 enriched peaks associated genes in 5hmC-seq (or hMeDIP-seq) in *Hdac7^fl/−^* pro-B cells compared to control cells. (**E**) Example of 5-hmC and ATAC-seq enrichment in young retrotransposon (L1) from peaks detected in hMeDIP-seq and ATAC-seq data. The peak location found common in the two omics analyses is located in the orange-shaded rectangle. (**F**) GSEA analysis comparing wild-type pre-B or HDAC7-deficient pro-B and pre-B cells to wild-type pro-B cells in expression profiles related to DNA repair signatures. DNA repair dataset was retrieved from www.gsea-msigdb.org. (**G**) hMeDIP-qPCR analysis of 5-hmC enrichment at LINE-1 retrotransposable elements in wild-type or HDAC7-deficient pro-B cells. (**H**) RT-qPCR analysis of the expression of proteins encoded by LINE-1 (ORFp1, ORFp2) and the most active L1 elements subfamilies (Gf, A) in wild-type or HDAC7-deficient pro-B cells. (**I**) ChIP-qPCR analysis of TET2 recruitment at hydroxymethylated L1 elements. TET2 enrichment at the *Spi1* promoter was used as a positive control. (**J–L**) As in Figure 4H-J, but analyzing the expression levels of L1 associated regions (L1 ORFp, L1 Gf and L1A). Data from (**G–L**) are represented as mean ± SEM of *n* = 3. *P < 0.05, **P < 0.01, ***P < 0.001, unpaired *t* test.

## DISCUSSION

Here we reveal an unprecedented HDAC7-mediated molecular mechanism that preserves the correct chromatin conformation, histone marks deposition and DNA 5-hydroxymethylation state. Notably, this state is essential for B cell identity and, consequently, for a correct gene expression pattern during early B cell development. HDAC7 deficiency resulted in a global chromatin de-compaction that significantly increased its accessibility. This correlated with a global increased of H3K27ac in the absence of HDAC7 from pro-B cells. Chromatin organization is dynamically reshaped during B cell development, obtaining unique populations at each differentiation stage (55); however, this process is highly controlled, and alterations in chromatin state (such as that observed here in HDAC7-deficient cells) can alter the transcriptional regulation and gene expression patterns, which can drive malignant transformation (56). In line with the increased chromatin accessibility, HDAC7 deficiency also caused a significant decrease in H3K9me3, a hallmark of heterochromatin state, which is involved in maintaining lineage stability and preventing cell reprogramming (47,57,58). TET enzymes are mainly recruited to open chromatin regions; therefore, euchromatin (unlike heterochromatin) is enriched in 5-hmC (49). HDAC7 deficiency results in a global decrease of heterochromatin regions and enhanced TET2 recruitment. It has been reported that TET2 loss at stem cell stages produced an aberrant number of myelomonocytic cells and impairment in the expression of macrophage markers such as Mac-1 in myeloid cells (20,22). Within the B cell lineage, TET2 conditional deficiency at pro-B cell stage does not cause any phenotype during development and differentiation. Only conditional deletion of both TET2 and TET3 lead to defective B cell development (52). Even though there is no phenotype observed by TET2 deficiency *in vivo*, TET2 has been reported to play a critical role in mediating the hydroxymethylation of cytosine residues from myeloid genes during pre-B cells conversion into macrophages (24,29). Despite loss of TET2 and TET3 leads to aberrant lymphocyte development and related disorders (59,60), and loss of TET2 enzymatic activity appears to mainly affect myeolopoiesis (23,60), our results strongly suggest that HDAC7 is a critical factor that preserves B cell identity and correct DNA hydroxymethylation state via *Tet2* gene silencing.

Previous studies have established a close relationship between transcription regulators and dynamic changes in DNA methylation during B cell development and commitment, specifically at the pro-B to pre-B cell transition (14,59). Hematopoietic cells present low hydroxymethylation levels (∼0.2%) compared to other cell types, such as Purkinje cells or embryonic stem cells (∼5%) (50,61). However, we observed a significant decrease of heterochromatin, and an increase in 5-hmC, upon HDAC7 deficiency, leading to several molecular and biological consequences. First, we found a high percentage of 5-hmC peaks located in intergenic and distal promoter regions. These results may imply that distal regulatory regions with enhancer features are dependent on TET2-mediated DNA demethylation and may correlate with the presence of additional mechanisms that control DNA methylation status at promoter-associated regions (62,63). 

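*Fosl2* (ENSMUSG00000029135) lies on chromosome 5 from 32135801 to 32157842 (GRCm38). Over the gene and 2000 bp on each side, the lists of pro-B cells had 19 and 15 peaks in wild-type replicates 1 and 2 and 16 and 9 in HDAC7-deficient replicates 1 and 2. The peaks covered 2942 and 2551 bp in the wild-type libraries and 2286 and 1752 bp in the HDAC7-deficient libraries, which were both below the wild-type values. Peak length over the whole gene is another measure than the hMeDIP-qPCR of Fig. 4E.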

*Jun* and *Fosl2* were found among the myeloid and T cell genes with increased 5-hmC levels in HDAC7-deficient B cells. *Fosl2* is a TET2-activated gene during the transdifferentiation of pre-B cells to macrophages (24), and *Jun* undergoes enhancer demethylation prior to B cell being reprogrammed into induced pluripotent stem cells (iPSCs) (64). The finding that lineage-inappropriate genes are already marked with 5-hmC in B cell progenitors supports the notion that they may be epigenetically poised in early stages of development.

HDAC7 deficiency also led to differential 5-hmC levels in some regions containing miRNAs. miRNAs are epigenetic players that have crucial roles in multiple developmental processes, and their de-regulation is involved in many biological disorders. Recent studies have demonstrated that miRNAs have a role in normal and malignant B cell development, by modulating the expression of key regulatory genes (65–67). For instance, miR-34a is strongly expressed in myeloid cells, and its constitutive expression in B cells blocks the pro-B to pre-B cell transition (26,68); notably, this is the biological effect that we observed upon HDAC7 deficiency. miR-150, which is down-regulated in pro-B cells from *Hdac*7-null mice, is related to B cell development and performs tumor-suppressor functions in leukemic cells. miR-142 and miR-181 are highly expressed in a cell-specific manner (69), such as in hematopoietic cells. Specifically, B cell function is impaired in miR-142 deficiency conditions (67), and miR181a regulates positively the B lymphocyte differentiation (70). Previous studies indicated that miR-126 is downregulated in lymphoid cells, (71,72), which is consistent with our results. Moreover, miR-29b is activated by C/EBPα and represses *Tet2* expression, which concords with C/EBPα and *Tet2* up-regulation when HDAC7 is deficient (73). miR-34a is strongly expressed in myeloid cells, and its constitutive expression in B cells blocks the pro-B to pre-B cell transition (68). Finally, some members of the miR-99 family, such as miR-99b, are abundant in macrophages, neutrophils, and monocytes. Here, we observed that another member of the family related to leukemic stem cells, miR-99a, was upregulated in HDAC7-deficient pro-B cells. Thus, our results demonstrate that HDAC7 can also exert its gene repressive function during early B cell development by regulating gene expression, presumably by interacting with its classical partner MEF2C, which may be recruited to miRNA regulatory regions, as it does at other specific miRNA regions in the skeletal muscle (74).

We have detected increased 5-hmC enrichment and a more open chromatin state in some regions containing LINE-1 transposable elements in HDAC7-deficient pro-B cells. LINE-1 elements are the only active autonomous retrotransposons in the mammalian genome and, consequently, a potential disturber of chromatin stability (75). In fact, LINE-1 transcripts from the A and Gf subfamilies, which present increased expression in HDAC7-deficient pro-B cells, contain some members that still have the full-length transcript, which maintains its retrotransposon activity in the mouse genome (76). The fact that increased 5-hmC is associated to TET2 recruitment suggests that HDAC7 might be required to preserve chromatin integrity by mediating the silenced status of LINE-1 elements. Of note, recent studies have shown that tight regulation of TET2 activity is essential for correct maintenance of genome stability: TET2 deficiency produces defects in DNA damage response, and its overexpression produces chromosome instability and aneuploidy due to a collapse in BER activity (77,78). Thus, results from this paper suggest that TET2 aberrant expression by HDAC7-deficient B cells may impair their capacity to repair DNA damage, which agree with the observed higher cell death rates in these cells that we reported in our previous published work (26).

Significant loss of H3K9me3 enrichment upon HDAC7 deficiency could also correlate with LINE-1 deregulated expression, since this heterochromatin mark is required to repress aberrant expression of retrotransposons in mammal embryonic stem cells (79,80). However, given that DNA methylation is the main source of LINE-1 repression in more differentiated cells, we suggest that LINE-1 are silenced due to DNA demethylation caused by TET2 upregulation; this would reinforce the effects of DNA methylation loss following TET2 up-regulation upon HDAC7 deficiency. This result indicates that LINE-1 deregulation is produced as a consequence of HDAC7 deficiency.

Our results represent a significant step forward in our understanding of how B cells acquire their genetic identity, from three different perspectives. First, we identified HDAC7 as a chromatin modulator that regulates the heterochromatin state and histone marks deposition in early B cell development. Second, we demonstrated that HDAC7 is the specific transcription repressor that controls TET2 activity, which it achieves by fine-tuning its physiological expression levels in pro-B cells. This may represent the mechanistic explanation for the different TET2 expression levels observed in myeloid and lymphoid cells. Third, our results reveal an unexpected role for HDAC7 in controlling proper DNA 5-hydroxymethylation status and expression of lineage- or functionally-inappropriate genes, microRNAs, and non-coding elements (such as LINE-1 elements) in pro-B cells. We recently identified HDAC7 to be a novel biomarker and prognostic factor in infants (<1-year-olds) with pro-B acute lymphoblastic leukemia (pro-B-ALL) and MLL-AF4 rearrangement (27). This subgroup of pediatric patients presents an extremely adverse outcome, with survival rate below 35%, and the loss of HDAC7 is associated with a worse prognosis. Therefore, the elucidation of the exact molecular mechanisms that HDAC7 exert during physiological early B cell development will be crucial to understand how their deregulation can result in B cell–associated malignancies, with potential implications in the clinics.

Altogether, our findings lead us to a proposed model by which HDAC7 functions during early B cell development are not restricted to controlling expression by direct recruitment to its target genes. Rather, HDAC7 governs the expression of another crucial epigenetic regulator, TET2. The identified HDAC7–TET2 epigenetic axis is essential to preserve proper 5-hmC and histone marks levels, chromatin compaction, and expression of miRNAs and LINE-1 elements (Figure 7). We anticipate that our findings may open new avenues to understanding the consequences of HDAC7 deregulation in altering the molecular mechanism found in B cell–related malignancies, eventually leading to strategies to develop therapies for these pathologies.

**Figure 7.**
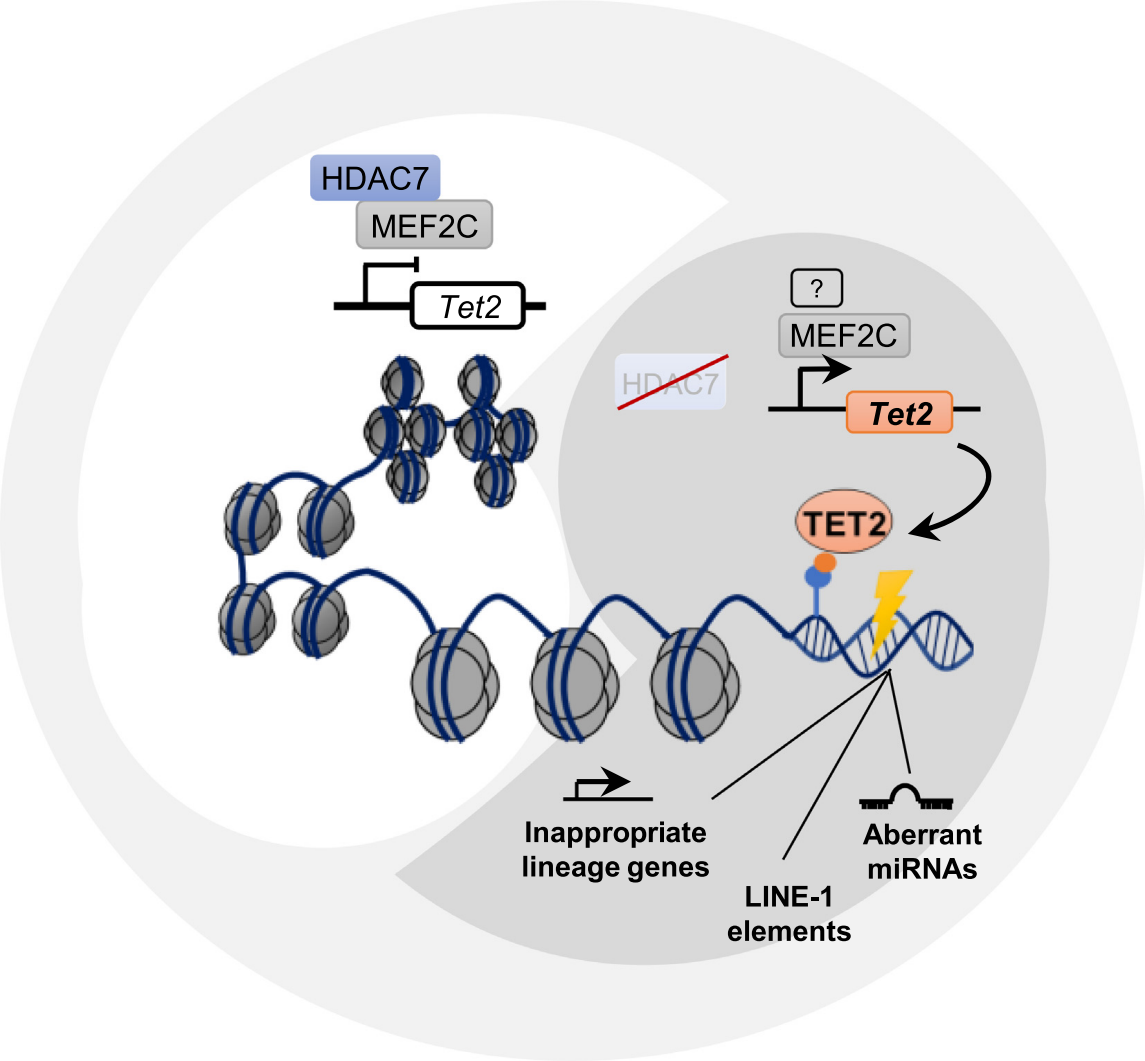
Visual representation summarizing the role of HDAC7–TET2 axis in the regulation of proper gene silencing in early B cell development.

## DATA AVAILABILITY

Data are available in GEO repository as follows: RNA-seq (GSE171855), ATAC-seq (GSE204672), ChIP-seq (GSE204673) and hMeDIP-seq (GSE135263).

## Supplementary Material

gkac619_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

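The data are 4 peak lists of hMeDIP-seq, an immunoprecipitation of DNA with an antibody against 5-hmC followed by sequencing, from pro-B cells of HDAC7-deficient mice (2 libraries) and of *Hdac7+/-* littermates, called wild-type (2 libraries). The authors trimmed the reads with Trim Galore 0.4.2 and Cutadapt 1.6, mapped them with bwa 0.7.12, removed duplicates with Picard 2.8.0 and normalized the signal to RPKM with deepTools. They called peaks in each library on its own with MACS2 bdgpeakcall (cutoff 250, minimum length 10 bp, maximum gap 10 bp) and removed peaks that met a peak of the corresponding input. The paper's differential analysis with DiffBind and DESeq2 used reads and was not repeated. The deposited values are the start and end positions of peaks alone. No height, score or read count accompanies them, so the depth per library is unknown and no interval for counting error is given. The planned measure of peak height, with the alternatives that needed heights, could not be computed. The lists held no duplicated peak. Between 595 and 871 peaks per library lay on unplaced sequence or the mitochondrial genome. The methods do not name the build for this assay; the contig names and, in the one library with mitochondrial peaks, a last peak that ends at 16299, the length of the mitochondrial genome, are those of GRCm38.

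Peaks were counted, measured and merged with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Regions are the union of the 4 lists, with peaks that share at least 1 bp merged. Gained regions have a peak in both HDAC7-deficient and in neither wild-type library, lost regions the reverse. The same count was made for the other splits of the 4 libraries into pairs. Jaccard indices were computed by bases and were equal to those of bedtools 2.31.1 to within the rounding. As a background, the peaks of each library were placed 5 times at random on their own chromosome, outside runs of unknown bases. Genes came from GENCODE M21, with promoters from 1000 bp upstream to 100 bp downstream of the transcription start site, and repeats from the soft-masked GRCm38 sequence, of which 36.4% was masked. Motifs were matched to consensus sequences on both strands. The 151-bp interval of Fig. 6E was searched against the genome with blastn of BLAST+ 2.17.0. LINE-1 ORF2-like frames were at least 3600 nucleotides long and at least 95% soft-masked and encoded the peptide FADDM.

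The named loci, fixed before the data were examined, were the genes and miRNAs that the paper names beside the hMeDIP-seq data and at the TET2 recruitment experiments, with Hdac7, Tet2, Pax5 and Cd79a, 23 genes in all, and the 3 widest gained and lost regions. The top 1-Mb window of chromosome 6, and the genes in it, were chosen after their values had been seen. For a single value per library the genotypes were compared with a two-sided exact permutation test over the 6 ways to choose 2 of 4 libraries, computed by enumeration. Ratios are of means, with the SD propagated from the replicates. The alternatives were peaks at least 200 bp wide, autosomes alone, peaks within 100 bp merged, other rules for overlap, promoters, miRNA windows and motif matches, and each library left out in turn. The code that counts gained and lost regions was tested on simulated data, 4 lists over 20000 sites with 500 gained and 500 lost sites planted. It recovered 100% of each, which the way they were planted fixes, and 1107 unchanged sites also fell into the gained pattern and 1187 into the lost pattern. Counts of gained and lost regions therefore include regions that differ by chance between libraries, at a rate that was not estimated for the data themselves. The search for a change in density along the genome was tested on 2473 simulated windows with 3 planted steps, and the found positions were at most 1 window away.

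The RNA-seq, ATAC-seq, ChIP-seq and qPCR experiments of the paper were not analysed here, nor were the input libraries.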

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

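The tests of the share of chromosome X were chosen after the values had been seen, as were those of the density of chromosomes 14 to 19 apart from the regression on base composition.

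HDAC7-deficient replicate 2 had 6.30% of its peaks on chromosome X, above the 4.41% and 4.39% of wild-type replicates 1 and 2, while HDAC7-deficient replicate 1 had 3.47%. The paper does not report peaks by chromosome. On chromosome Y the same library had 20 peaks, and 0 in the first 3 Mb, where wild-type replicates 1 and 2 had 117 and 181 peaks and HDAC7-deficient replicate 1 had 226. The excess was not local, since the library had the highest relative count in 99.4% of the 156 windows of 1 Mb on chromosome X. Nor does the raised density of chromosomes 14 to 19 account for it. The factor over the other libraries was 1.62 on X against 1.12 on those chromosomes. A candidate explanation is that this library came from female mice and HDAC7-deficient replicate 1 from males, with both sexes or another mix in the wild-type libraries. The density on X relative to chromosomes 1 to 13 was 0.992 in HDAC7-deficient replicate 2 and 0.516 in replicate 1, with 0.662 and 0.660 in the wild-type libraries. The 0.992 is not a clean measure of copy number, since whatever raised chromosomes 14 to 19 in this library may have raised X as well. It had 334 peaks wider than 1000 bp on X, against 15 to 40 in the others, so the explanation rests more on the near absence of Y peaks. The labels give no sex, and this comparison rests on the values that raised the question. A wrong label cannot be told apart from a difference in sex: HDAC7-deficient replicate 1, with 226 peaks in the first part of Y, is nearer to the wild-type libraries, but a single wrong label needs no partner in the other group. Genotype offers no account of the pattern, since the HDAC7-deficient libraries lie on opposite sides of the wild-type ones.

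The peak density of HDAC7-deficient replicate 2 on chromosomes 14 to 19 was 1.12 times that of the other libraries, where wild-type replicates 1 and 2 had 0.964 and 0.963 and HDAC7-deficient replicate 1 had 0.961. A search for a single change along the autosomes placed it on chromosome 14 in the window that starts at 52000001, with a mean log2 ratio to the other libraries of 0.01 before and 0.18 after it. The 6 chromosomes with the highest ratio were those numbered 14 to 19. Base composition is argued against. After a regression on GC content and soft-masked share over chromosomes 1 to 13, chromosomes 15 to 19 were still higher by 0.17 on the log2 scale, as they were before it. The mean peak width of this library rose by 11.3 bp from chromosomes 1 to 13 to chromosomes 15 to 19, where the change in the other libraries was 0.0929, 0.396 and -0.0920 bp. Outside chromosomes 1 to 13 it had 51 peaks wider than 2500 bp, against 1, 0 and 1 in the others, and it alone had peaks on the mitochondrial genome, 2 of them. These values are consistent with the removal of peaks that meet input peaks having stopped part of the way through the chromosome order in this list. The input libraries, which would decide it, were not analysed here. No biological explanation was tested, a gain of copies of these chromosomes in the cells of this library included. Part of the gained regions on chromosomes 14 to 19 may come from this step: leaving those chromosomes and X and Y out gave 53562 gained and 47478 lost regions.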

How the results depend on the processing

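The alternatives that keep chromosomes 1 to 13 alone or a number of widest peaks, the minimum width of 200 bp for results other than the number, length and width of peaks, and the LINE-1 ORF2-like result were chosen after the data had been examined; the other alternatives were set before the data were examined. Alternatives by peak height were not run, because the lists hold no heights.

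The ratio of HDAC7-deficient to wild-type peaks stayed between 0.974 and 1.02 with all libraries kept, that of covered length between 0.967 and 1.001 and that of median width between 0.963 and 0.995, each within 1 SD of its main value. With each library left out in turn these ranges were 0.989 to 1.07, 0.912 to 1.085 and 0.898 to 1.06. For the Jaccard ratio, the difference in intergenic share, the difference in soft-masked share and the HDAC7-deficient to wild-type ratios of motifs, of miRNA genes with a peak and of LINE-1 ORF2-like peaks, no library was left out, and the alternatives run moved each by less than 1 SD.

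Gained and lost regions depended on the settings. Requiring 50% of the shorter peak gave 120226 gained and 94105 lost, though that rule counted peaks of replicate 1 of a genotype rather than merged regions. A minimum width of 200 bp gave 44998 gained. Across the 4 counts that each left out one library, gained regions ranged from 157888 to 455286 and lost regions from 136965 to 549049, which follows from the construction, since fewer lists have to show presence or absence. The cause of the other changes was not tested. Merging peaks within 100 bp, autosomes alone, and both choices of widest peaks changed the counts by less than 1.5 times. The replicate numbers mark no stated litter or batch, and the correlation of the deviations of same-numbered libraries was 0.0539. Taking the numbers as a replicate block, the regions gained in both pairs were 75493 and those lost in both 62255, the same as without the pairing by construction. Within single pairs, 521261 and 655529 regions were gained and 453361 and 706343 lost.

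Of the 23 named loci, 1 had more peaks in both HDAC7-deficient than in both wild-type libraries within 2000 bp, 0 in the gene body, 2 within 10 kb and 3 with peaks at least 200 bp wide. Fewer peaks in both were found at 2, 1, 4 and 2 loci under the same settings. Of 69 values of single loci under these alternatives, 53 moved by less than 1 SD and 16 at 9 loci by more. At the interval of Fig. 6E the number of libraries with a peak rose from 2 to 4 when 2000 bp on each side were included. The unknown depth of the libraries limits every comparison of presence and absence.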

Differences from the paper's values

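The regions gained and lost here, 75493 and 62255, are several times as many as the increased and decreased peaks that the paper states. The measures are not the same, since the paper's numbers come from a test on reads and those here from the presence and absence of peaks, so no closer comparison was made. The alternatives set before the data were examined, from 64003 to 455286 gained and from 55221 to 549049 lost, and those added later all stayed above the paper's numbers. The paper gives more decreased than increased peaks. In the main count more regions were gained than lost. The order was that of the paper with peaks at least 200 bp wide, a setting chosen after seeing the values, which gave 44998 gained and 45597 lost, and within the pair of libraries numbered 2 taken alone. Leaving out a library fixes the order by construction, with more lost regions without either wild-type library and more gained regions without either HDAC7-deficient library, so those counts say nothing about it.

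The paper states that 5-hmC rose at *Fosl2*, which it measured by hMeDIP-qPCR (Fig. 4E). Over the gene and 2000 bp on each side the peaks covered 2286 and 1752 bp in the HDAC7-deficient libraries. In the wild-type libraries they covered 2942 and 2551 bp. Peak length over a whole gene is another measure than enrichment at a qPCR site, so these values do not decide the paper's statement. The paper gives *Fosb* as similar to *Jun*, and the number of peaks within 2000 bp of *Fosb* was 9 and 14 in HDAC7-deficient and 14 and 11 in wild-type libraries. Within 10 kb both HDAC7-deficient libraries were higher in the number of peaks, with 28 and 28 against 26 and 21, though not in covered length. With peaks at least 200 bp wide, a setting chosen after seeing the values, both were higher by both measures. There were 4 and 5 such peaks against 3 and 3, covering 1572 and 1412 bp against 1205 and 796 bp. Fig. 4D shades a stretch at the 5′ end of *Jun* as differential. No list held a peak between the one that ends at 95051195 and the one that starts at 95052713, a stretch that includes the start of the gene at 95052222.

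Of the 7 genes of miRNAs that the paper lists as richer in 5-hmC, 0 had more peaks in both HDAC7-deficient than in both wild-type libraries and 1 had fewer. By covered length 0 were higher and 2, Mir125b-2 and Mir29b-1, were lower. In the window of Fig. 5C, which shows an enriched peak at miR-125b, no library had a peak. Of the 3 genes of miR-150 and miR-181a, which the paper lists as poorer in 5-hmC, 0 had less covered length within 2000 bp in both HDAC7-deficient libraries and 2, Mir181a-1 and Mir181a-2, had more. Within 10 kb the number of peaks at Mir181a-1 was lower in both, 11 and 6 against 15 and 12. The paper's statements on these miRNAs rest on enrichment, which the lists do not hold. Chance without ties gives a share of 0.167 of genes each way, so counts over so few genes do not contradict them. Fig. 6E presents its interval as a young LINE-1 element. The 151 bp of the interval held 0 soft-masked bases in the reference used here.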

Other observations

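Tests written before their result was seen were those of CpG outside repeats and outside promoters, of the 50-mers of LINE-1, of the genes of like length to *Jun* and *Hdac7*, and of the counting error of the window on chromosome 6; the other tests were chosen after the result had been seen.

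More regions parted the libraries by replicate number than by genotype. The genotype split parted 137748 regions, the split by replicate number 203449 and the crossed split 137611, so 2 of the 3 splits of the 4 libraries into pairs gave a result as large as the genotype, and 3 splits can give no smaller share than 1 in 3. The ratio of the number split to the genotype split was 1.48. Sex chromosomes are argued against as the cause, since the ratio was 1.46 on autosomes, and so are short peaks as the whole cause, since it was 1.36 with peaks at least 200 bp wide. At that width the excess came from the pair numbered 2 alone, with 74268 regions. The pair numbered 1 had 48659, below the 56426 of wild-type replicate 1 with HDAC7-deficient replicate 2, while with the widest peaks of every library, a number that is 50% of the smallest list, it had 76826 and was the highest, with 62797 for the pair numbered 2 and at most 55975 for any other. These settings go apart for the pair numbered 1, so a part of short peaks in its excess stays open. A batch shared by libraries of one number may contribute and cannot be told apart from chance. With all peaks the lower of the same-numbered pairs had 1.18 times as many regions of its own as the highest other pair, while the Jaccard index of wild-type replicate 2 was almost the same with each of the other libraries (0.223 to 0.229). The paper does not state that the numbers mark batches.

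Per base, peaks held no more CpG than shuffled peaks. In wild-type replicates 1 and 2 they had 0.837 and 0.832 CpG per 100 bp against 0.837 and 0.837 in shuffled peaks, and in HDAC7-deficient replicates 1 and 2 they had 0.835 and 0.788 against 0.839 and 0.829. Promoters and CpG islands that raise the shuffled value are argued against, since outside promoters and exons the ratio to shuffled peaks was at most 1.003. Regions of all 4 libraries had 0.898 times the CpG per base of regions of 1 library, which gives no sign of a permissive peak cutoff as the cause. It cannot exclude one, since background may recur in every list. The merged regions of all 4 lists were also wider, with a median of 448 bp against 71 to 82 bp for regions of 1 library. Repeats stay open as a candidate explanation as well. In peaks without a soft-masked base the ratio was 1.21 and 1.08 in the wild-type libraries and 1.17 and 1.03 in the HDAC7-deficient libraries, and the lowest of these is close to 1. By the share of peaks without any CpG, peaks lay slightly below shuffled peaks in every library. This share was 40.1% and 42.0% against 41.7% and 43.0% in wild-type replicates 1 and 2. In HDAC7-deficient replicates 1 and 2 it was 43.7% and 41.6% against 44.7% and 42.0%. No biological explanation was tested.

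LINE-1 ORF2-like frames held few peaks in every library, 0.0145 to 0.0299 times as many as shuffled peaks. Avoidance of all repeats is argued against, since the soft-masked share of peaks was at least 1.06 times that of shuffled peaks. The values are consistent with reads that match several copies giving few peaks. Of the 50-mers of these frames, 3.02% occurred once among all the frames, whereas in the frame bases under peaks the share was 34.9% to 44.4% across the 4 libraries. Peak bases in these frames thus held more single 50-mers than the frames as a whole, though most of their 50-mers were shared with other positions, and differences between genotypes in near-identical LINE-1 copies may be out of reach of the lists. Removal of peaks that meet input peaks was not tested as a cause.

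At *Jun* both HDAC7-deficient libraries had more peak bases than both wild-type libraries. Among genes of like length 2.54% had a gap as large in the same direction. Chance cannot be told apart from an effect of the genotype here, because the number of peaks within 2000 bp, the main measure set before the data were examined, was level between a pair of libraries of different genotype, and covered length was chosen later. The number of peaks within 10 kb, an alternative also set before, was higher in both HDAC7-deficient libraries, 18 and 16 against 9 and 12, where the covered length was not, and was not compared with other genes. By covered length 4 of the 23 named loci had both HDAC7-deficient libraries above both wild-type libraries and 5 had them below, where chance without ties gives 3.83 each way.

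Inside *Hdac7* (chromosome 15 from 97792664 to 97844502) the longest stretch free of peaks in both HDAC7-deficient libraries ran from 97806361 to 97811958, 5598 bp, and held 5 and 2 peaks of wild-type replicates 1 and 2. A deletion of the floxed exons in the HDAC7-deficient cells may leave such a stretch. Among 2228 genes of like length 3.77% had as many wild-type peaks in their longest stretch, but 36.6% had a stretch as long, and the paper's text does not give the position of the floxed exons, so a deletion cannot be told apart from chance. The number of peaks over the whole gene with 2000 bp on each side was 60 and 47 in wild-type and 56 and 47 in HDAC7-deficient libraries.

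In windows of 1 Mb on the autosomes, both HDAC7-deficient libraries had a higher share of peaks than both wild-type libraries in 13.6% of 2389 windows and a lower share in 11.6%, where chance gives 16.7% each way. The raised density of chromosomes 14 to 19 in HDAC7-deficient replicate 2 enters these shares. On chromosomes 1 to 13 alone, with 1837 windows, the HDAC7-deficient pair was the highest in 16.4% and the wild-type pair in 10.6%. The pairs numbered 1 and 2 were the highest in 21.8% and 28.6%, which leaves fewer windows to every other pair, so a broad effect of the genotype on regional peak density cannot be told apart from chance here. The window with the highest ratio lay on chromosome 6 from 130000001 to 131000000, where all 8 protein-coding genes belong to the Klra family of natural killer cell receptors. It had 250 and 266 peaks in wild-type and 383 and 332 in HDAC7-deficient libraries, and the log2 ratio of the lowest HDAC7-deficient to the highest wild-type share was 0.37, against 0.15 in the next window. Small peak numbers are a possible explanation. Measured against counting error, 7 windows over the 6 ways to set a pair of libraries above the rest, this one included, had an excess as large. The other 6 all had a pair with the same replicate number above the rest, and no second window had the HDAC7-deficient pair above, so chance in the sense of counting error is shown only if those pairs share nothing else. A strain variant with another number of gene copies might also raise the count. The higher of the neighbouring windows had a log2 ratio of 0.0143, so the excess ended at the borders of the window, but the genotypes of the mice at this locus are not known and this explanation cannot be told apart from chance.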
